# *Gfap* Mutation and Astrocyte Dysfunction Lead to a Neurodegenerative Profile with Impaired Synaptic Plasticity and Cognitive Deficits in a Rat Model of Alexander Disease

**DOI:** 10.1523/ENEURO.0504-24.2025

**Published:** 2025-03-19

**Authors:** Robert F. Berman, Matthew R. Matson, Angelica M. Bachman, Ni-Hsuan Lin, Sierra Coyne, Alyssa Frelka, Robert A. Pearce, Albee Messing, Tracy L. Hagemann

**Keywords:** astrocyte, hippocampus, innate immune response, long-term potentiation, mitochondria, synapse

## Abstract

Alexander disease (AxD) is a rare neurological disorder caused by dominant gain-of-function mutations in the gene for glial fibrillary acidic protein. Expression of mutant protein results in astrocyte dysfunction that ultimately leads to developmental delay, failure to thrive, and intellectual and motor impairment. The disease is typically fatal, and at present there are no preventative or effective treatments. To gain a better understanding of the link between astrocyte dysfunction and behavioral deficits in AxD, we have recently developed a rat model that recapitulates many of the clinical features of the disease, including failure to thrive, motor impairment, and white matter deficits. In the present study, we show that both male and female AxD model rats exhibit a neurodegenerative profile with a progressive neuroinflammatory response combined with reduced expression of synaptic and mitochondrial proteins. Consistent with these results, AxD rats show reduced hippocampal long-term potentiation and are cognitively impaired, as demonstrated by poor performance in the Barnes maze and novel object recognition tests. The AxD rat provides a novel model in which to investigate the impact of astrocyte pathology on central nervous system function and provides an essential platform for further development of effective treatments for AxD and potentially other neurodegenerative diseases with astrocyte pathology.

## Significance Statement

Alexander disease (AxD) is a fatal neurodegenerative disorder caused by gain-of-function glial fibrillary acidic protein mutations. We have recently developed a *Gfap*^+/R237H^ rat model that demonstrates hallmark astrocyte pathology, myelin deficits, and motor impairment. Here, we show that *Gfap*^+/R237H^ rats exhibit reduced synaptic plasticity and cognitive deficits as additional clinically relevant phenotypes, further demonstrating its utility as a model. Hippocampal transcriptomic analysis in young adult animals reveals a neurodegenerative signature with an innate immune response and loss of synaptic and metabolic gene expression, features that are typically associated with chronic diseases of aging. These results reveal mechanisms by which astrocyte dysfunction leads to learning and memory deficits in AxD and perhaps contributes to other diseases such as Alzheimer's and Parkinson's.

## Introduction

Alexander disease (AxD) is a progressive and generally fatal disorder of the central nervous system (CNS), with a range of clinical phenotypes including cognitive and motor impairments (Messing et al., 2012; Messing, 2019; Hagemann, 2022). In early-onset cases, AxD is associated with prominent white matter deficits, especially in the frontal lobes (van der Knaap et al., 2001), leading to its original classification as a leukodystrophy, whereas later-onset cases are associated with lesions of the posterior fossa (Prust et al., 2011). In all cases, the hallmark pathological feature is the presence of Rosenthal fibers, protein aggregates found within the cytoplasm of astrocytes, particularly in perivascular, subpial, and subependymal locations (Alexander, 1949). Over 90% of cases of AxD result from heterozygous missense mutations in the gene encoding the astrocyte intermediate filament, glial fibrillary acidic protein (GFAP; Brenner et al., 2001). Since this discovery, AxD has become a model system in which to explore the consequences of primary astrocyte dysfunction in the CNS (Messing et al., 2012). Over the past few decades, the role of astrocytes in regulating synapse formation and activity in both development and disease has become an active area of research (Araque et al., 1999; Allen and Eroglu, 2017; Blanco-Suarez et al., 2017). Although deficits in the hippocampal pyramidal layer (CA1) and striatum have been demonstrated in some cases of AxD (Borrett and Becker, 1985), neuronal loss has not been widely reported (Sosunov et al., 2018).

Despite the initial description of AxD as an intellectual disability syndrome (Alexander, 1949), disturbances in cognitive function have received little attention. Generalizations about the prevalence of the cognitive phenotype in different AxD subtypes are frequently stated in print, but it is not clear how often and the degree to which patients are cognitively impaired. Indeed, many questions remain unanswered, including which domains of cognitive function are affected, whether impairments localize to known sites of pathology, and whether cognitive deficits, once characterized, might be useful as outcome measures in the testing of experimental treatments.

We have recently developed a rat model of AxD that demonstrates myelin loss, clinically relevant motor phenotypes, and increased mortality, more closely recapitulating the human disease compared with earlier mouse models (Hagemann et al., 2006; 2021). Previous behavior testing in AxD model mice demonstrated deficits in learning and memory (Hagemann et al., 2013), but these deficits were subtle and strain specific. In this report, we take advantage of the rat model to investigate whether astrocytes compromised by GFAP mutation impair synaptic, neuronal, and cognitive functions.

## Materials and Methods

### Rat model of AxD

The *Gfap*^+/R237H^ rat model of AxD, hereafter referred to as R237H, was generated as previously described (Hagemann et al., 2021) and maintained as heterozygotes on a Sprague Dawley genetic background (Charles River CD IGS rat). All animals were bred at the University of Wisconsin-Madison. For molecular, histological, and physiological analyses, animals were housed under specific pathogen-free conditions in the AAALAC-accredited Waisman Center Rodent Models Core. Rats were cohoused as wild-type (WT) and R237H pairs whenever possible under a 12 h light cycle and fed *ad libitum*. For behavioral phenotyping, rats were bred at the University of Wisconsin-Madison (UW-Madison), and pregnant dams were sent to the University of California Davis (UC Davis) M.I.N.D. Institute Intellectual and Developmental Disabilities Research Center. Animals housed at UC Davis were kept under the same conditions as those in the Waisman Center at UW-Madison (cohoused as WT and R237H pairs under a 12 h light cycle and fed *ad libitum*). All animal studies were approved by the Animal Care and Use Committees at UC Davis or under the College of Letters and Sciences and Vice Chancellor Office for Research at UW-Madison.

### RNA isolation and hippocampal transcriptomics

Male and female littermates of each genotype were killed at 3 or 8 weeks of age by CO_2_ asphyxiation (*N* = 4 per group, 32 samples total), and the hippocampus was collected immediately on ice and frozen (−80°C) before subsequent processing. The hippocampus included Ammon's horn, the dentate gyrus (DG), and the subiculum. The alveus was used as a dorsal boundary to separate the hippocampus from the subcortical white matter, and parahippocampal regions were removed from the ventral/lateral boundaries. Excess white matter from the fimbria and fornix were also removed. RNA was extracted with TRIzol reagent per the manufacturer's protocol (Invitrogen, Thermo Fisher Scientific) and treated with TURBO DNase (TURBO DNA-free Kit, Ambion, Thermo Fisher Scientific), and RNA integrity was determined with an Agilent 4200 TapeStation system for quality control. Libraries were prepared from 1 µg total RNA with integrity numbers (RIN) between 8.4 and 9.3 for sequencing with TruSeq Stranded mRNA Sample Preparation kit (Illumina). Libraries were quantified with PicoGreen reagent (Thermo Fisher Scientific) and assayed with an Agilent TapeStation system to confirm integrity before sequencing with an Illumina NovaSeq X Plus (2 × 150 bp, 70 M reads per sample, two lanes). Base calling was performed using Bcl2fastq (v2.20.0.422), read trimming with Skewer (Jiang et al., 2014), read alignment with STAR (Dobin et al., 2013), expression estimation with RSEM (Li and Dewey, 2011), and differential expression estimation with EdgeR (Robinson et al., 2010). Pathway enrichment analysis for differentially expressed genes [DEGs; false discovery rate (FDR) < 0.01] was performed with g:Profiler (Raudvere et al., 2019) for Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Kanehisa and Goto, 2000), and the full gene list for each comparison over all known rat genes was used as the statistical domain. Morpheus (https://software.broadinstitute.org/morpheus) was used to generate heat maps. Library preparation, sequencing, and data analysis were performed by the Gene Expression Center (Research Resource Identifier - RRID:SCR_017757), the DNA Sequencing Facility (RRID:SCR_017759), and the Bioinformatics Core Facility (RRID:SCR_017799), respectively, within the University of Wisconsin–Madison Biotechnology Center. Results were deposited in the Gene Expression Omnibus repository under accession number GSE278645.

### Protein isolation and cytokine analysis

Hippocampal tissues were collected from male and female rats at 8 or 12 weeks of age as described for RNA extraction. For analysis of cytokines, tissues from 8-week-old rats were homogenized with a GenoGrinder bead mill in RIPA buffer (Pierce, Thermo Fisher Scientific) with 1 mM Pefabloc SC (Sigma-Aldrich), and Complete Protease Inhibitor Cocktail (Roche, Sigma-Aldrich) at 150 mg tissue per milliliter. Samples were centrifuged at 20,000 g for 10 min at 4°C, supernatants were collected, and protein was quantified using the BCA assay (Pierce, Thermo Fisher Scientific). Homogenates were assayed using the Meso Scale Discovery (MSD) Proinflammatory Panel 2 (rat) V-PLEX kit to quantify IL1β, IL4, IL5, IL6, IL10, IL13, IFNγ, TNFα, and CXCL1 on a MESO QUICKPLEX SQ 120 multiplex cytokine plate reader within the Small Molecule Screening Facility at UW-Madison. For analysis of chemokines, tissues from 12-week-old rats were homogenized with a GenoGrinder bead mill in ProcartaPlex cell lysis buffer (Invitrogen, Thermo Fisher Scientific) with 1 mM Pefabloc SC and Complete Protease Inhibitor Cocktail at 200 mg tissue per milliliter. Samples were centrifuged at 16,000 g for 10 min at 4°C, supernatants collected, and protein was quantified using the BCA assay. Homogenates were assayed using a ProcartaPlex Rat Chemokine 8-plex Beads panel to quantify CXCL1, CXCL2, CXCL10, CCL2, CCL3, CCL7, and CCL11 on a Luminex MAGPIX Multiplex Analyzer plate reader within the Vision Research Core at UW-Madison. CXCL1 was below the limit of detection for the Luminex assay, and values from the MSD assay were reported.

### Protein isolation and western analysis

Hippocampal tissues were collected from male and female rats at 8 weeks of age as described for RNA extraction above. For analysis of postsynaptic proteins, tissues were homogenized with a GenoGrinder bead mill in 2% SDS, 50 mM Tris-HCl, pH 7.5, 5 mM EDTA, 1 mM Pefabloc SC (Sigma-Aldrich), and Complete Protease Inhibitor Cocktail (Roche, Sigma-Aldrich) at 50 mg tissue per milliliter, and protein was quantified using the BCA assay (Pierce, Thermo Fisher Scientific). Protein (5 µg/lane) was separated on 10% TGX Criterion gels (Bio-Rad) and transferred to Immobilon-IF PVDF membrane. After transfer (30 V 15 h, Criterion transfer system, 4°C), membranes were stained with REVERT Total Protein Stain and imaged on an Odyssey imager (LI-COR Biosciences) for quantification and normalization of proteins of interest. Membranes were then placed in SEA blocking buffer (Pierce, Thermo Fisher Scientific) before proceeding to incubations with primary antibodies against postsynaptic density protein 95 (PSD95; Cell Signaling 3450) or AMPA glutamate receptor subunit A1 (GluA1; Cell Signaling 13185) diluted 1:1,000 in TBS with 0.05% Tween 20 (TTBS) at 4°C overnight. Immunoblots were washed three times in TTBS, incubated with a secondary antibody (1:10,000 IRDye-800CW-conjugated goat anti-rabbit, LI-COR 925-32211) at room temperature for 2 h, washed again with TTBS followed by PBS, and allowed to dry before analysis with an Odyssey imager.

For vesicular presynaptic proteins and gephyrin, hippocampi were homogenized on ice in Syn-PER synaptic protein extraction reagent (Pierce, Thermo Fisher Scientific) with 1 mM Pefabloc SC and Complete Protease Inhibitor Cocktail at 10 mg/ml using a Potter-Elvehjem tissue homogenizer (900 rpm Teflon pestle in a glass tube). Protein from the synaptic fraction (P2 per manufacturer's protocol) was quantified with the BCA assay and 1 µg loaded (without heating) on 10% separating gels and transferred to nitrocellulose at 100 V for 70 min. Membranes were blocked in TTBS with 5% BSA before proceeding to protein staining (as above) and incubating with primary antibodies against synaptic vesicle glycoprotein 2A (SV2A; Cell Signaling 66724), vesicular glutamate transporter 1 (VGluT1; Cell Signaling 47181), vesicular GABA transporter (VGAT; Synaptic Systems 131 004), or gephyrin (Proteintech 12681-1-AP) diluted 1:1,000 in TTBS overnight at 4°C. Immunoblots were washed three times in TTBS; incubated with peroxidase-conjugated goat anti-mouse, rabbit, or guinea pig secondary antibodies (Jackson ImmunoResearch Laboratories, 115-035-003, 111-035-003, 106-035-003, diluted 1:5,000) at room temperature for 2 h; and washed again with TTBS before developing with Western Lightning Plus chemiluminescent substrate (Perkin Elmer) and imaging with an Azure 500 system.

For mitochondrial proteins, hippocampi were homogenized on ice in RIPA buffer (Pierce, Thermo Fisher Scientific) with 1 mM Pefabloc SC and Complete Protease Inhibitor Cocktail at 10 mg/ml using a Potter-Elvehjem tissue homogenizer (900 rpm). Homogenates were centrifuged at 12,000 g, protein from the supernatant was quantified with the BCA assay, and 8 µg was loaded (without heating) on a 12% separating gel and transferred to PVDF in Bjerrum Schafer-Nielsen transfer buffer at 100 V for 70 min. Immunolabeling was performed using the Total OXPHOS Rodent Western Blot Antibody Cocktail (Abcam ab110413) as described for synaptic proteins.

### Immunolabeling and stereology

Animals were deeply anesthetized with isoflurane and transcardially perfused with saline followed by 4% paraformaldehyde. Brains were removed and postfixed in paraformaldehyde before cryoprotecting in 30% sucrose and collecting 40 µm coronal sections on a sliding microtome. For stereology, every sixth section (240 µm interval) starting at the rostral extent of the hippocampus (∼−1.4 mm from the bregma) was immunolabeled for NeuN to count neuronal nuclei in the pyramidal layers and the granule cell layer of the DG. Pyramidal cell nuclei in CA1 and CA3 and dentate granule cell nuclei were outlined separately using Stereo Investigator (MBF Bioscience) for both hippocampi for a total of six contours per section when all regions were present. Cell counting was performed in both hemispheres on sections anterior to the posterior commissure (∼−4.5 bregma). For rats at 8 weeks of age, the sampling grid was 180 × 180 µm, the counting frame was 20 × 20 µm, and the disector height was 25 µm. For rats at 3 weeks, the sampling grid was 150 × 150 µm, the counting frame was 20 × 20 µm, and the disector height was 20 µm. Even numbers of males and females were analyzed in both age groups (*N* = 3), and data were combined for the final analysis after confirming there was no significant effect of sex. The Gundersen coefficient was <0.1 (*m* = 1) for all samples, and the total cell population was estimated for the dorsal hippocampus using the mean section thickness.

### Hippocampal long-term potentiation (LTP)

#### Slice preparation

Coronal hippocampal slices (400 µm) were prepared from 16-week-old rats. The rats were deeply anesthetized using isoflurane and decapitated. The brain was removed from the skull within 60 s of decapitation and immediately placed in a slice preparation solution containing the following (in mM): 124 NaCl, 1.25 NaH_2_PO_4_, 3 KCl, 25 NaHCO_3_, 10 glucose, 1 sodium ascorbate, 3 kynurenic acid, 3.6 MgSO_4_, and 0.8 CaCl_2_ and saturated with carbogen (95% O_2_/5% CO_2_). Brain slices were cut with a vibratome (Model 7,000 smz2, Campden Instruments) and transferred into a submerged incubation chamber containing slice recovery solution of the following (in mM): 124 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 15 glucose, 0.8 sodium ascorbate, 1.3 MgSO_4_, and 2.5 CaCl_2_. Slices were recovered at 33°C for 30 min followed by a room temperature recovery for 60 min. Both the preparation and recovery solutions were buffered to pH 7.3 with an osmolality between 294 and 297 osmol/kgH_2_O.

#### LTP

Recordings were taken from coronal slices in a submersion recording chamber perfused with the carbogenated recovery solution at 3.0 ml/min at 30°C using fire-polished borosilicate glass recording pipettes filled with 1 M NaCl (3–5 MΩ), and evoked responses were generated using Pt/Ir concentric bipolar stimulating electrodes. WinLTP software (v2.3, Bristol University) was used for stimulation and recording. LTP was induced using three theta burst trains consisting of 40 stimuli grouped into 10 bursts of four stimuli each at 100 Hz with burst delivered at 5 Hz. Potentiation was defined as the mean field excitatory postsynaptic potential (fEPSP) slope during the last 10 min of the 60 min LTP recording compared with the average fEPSP slope during the 10 min period preceding the theta burst stimulus.

### Novel object recognition (NOR)

A total of six litters were used to generate two cohorts of R237H and WT littermates (*N* = 24 with 12 males and 12 females per genotype) for the NOR test. Animals were tested at 16 weeks of age. Testing took place in a black Plexiglas arena (60 × 60 × 50 cm) over 2 consecutive days. On Day 1, rats were placed in an empty arena for 30 min to habituate them to the apparatus and then returned to their home cage. On Day 2, the familiarization phase, they were returned to the empty arena and allowed another 30 min of habituation. Two identical objects were then placed into the arena with the animals, and they were allowed 10 min to freely explore the two objects. Following exploration of the now familiar objects, rats were removed from the arena and isolated in Plexiglas holding cages for at least 60 min. One of the two objects was then replaced with a novel object. Rats were returned to the testing arena and allowed 5 min to freely explore the familiar and novel objects. Time spent exploring the objects was determined and used to generate a discrimination index (DI; time exploring novel object/total time exploring both novel and familiar objects) as a measure of NOR and memory for previously seen objects (Ennaceur and Delacour, 1988; Winters et al., 2008; Kinnavane et al., 2015). A glass jar and plastic cone were used as the stimulus objects. Right/left object position and designation of jar/cone as novel/familiar objects were counterbalanced across experimental groups. All trials were tracked using EthoVision software (EthoVision v.13.0, Noldus Information Technology), and time with the familiar and novel object was hand-scored by the investigator.

### Barnes maze

A total of 13 litters were used to generate two cohorts of R237H (*N* = 24; 11 males, 13 females) and WT (*N* = 30; 14 males, 16 females) littermates for the Barnes maze test (separate cohorts from those tested for NOR). Animals were tested at 16 weeks of age. The Barnes maze consists of a circular black Plexiglas test arena (170 cm in diameter) with 20 circular holes (12 cm in diameter) around the perimeter. One hole is designated as the escape hole and has a dark goal box underneath that the rat can enter. Rats were tested for a total of 6 d, with 1 habituation day and 5 training days. The maze was surrounded by black curtains and visual cues (e.g., white square, circle, triangle, and “N” shape) were attached to the curtain and present throughout training. On habituation day, the rats were placed on the arena for 10 min with ambient light (30 lux), with no curtain cues or goal box present. They were then returned to their home cage. The following day, rats were placed under a black Plexiglas box (∼20 × 20 × 15 cm) in the center of the arena for 60 s. Bright lights of ∼1,000 lux and ∼60 dB of white noise were then turned on. After 60 s, the rat was released from the box and was given 90 s to find the escape hole. If the rat did not find the escape hole, the investigator led the rat to the hole. In both cases, lights and sound were turned off when the rat entered the escape hole. The rat then remained in the escape hole for 15 s before starting the next trial. Each rat had four trials per day over the 5 d testing period. During each trial, the investigator recorded the latency to reach the escape hole (whether or not they escaped), total distance traveled, and search strategy used on the maze (random, serial, or direct) as described previously (Fedor et al., 2010; Pitts, 2018). Briefly, spatial strategies included a direct (the rat goes directly to the escape hole with no incorrect holes chosen) or serial search around the perimeter of the maze in either the clockwise or counterclockwise direction visiting two or more holes. All other patterns of movement on the maze were classified as random. Latency to locate the escape hole and spatial search strategy were analyzed.

### Statistical analyses

Data resulting from molecular, histological, and physiological analyses were analyzed using GraphPad Prism. For data sets with a single variable, an unpaired two-tailed *t* test was used to determine significance. For data sets with two variables, a two-way ANOVA was used to determine significance. All data in graphs represent means ± standard deviation.

Behavioral data were analyzed using SPSS statistical package (IBM SPSS Statistics, Version 28.0.0.0.). For the NOR test, time spent exploring the familiar and novel objects was analyzed by a two-way repeated measures ANOVA. A DI was calculated as the ratio of time spent exploring the novel object divided by the total time spent exploring the novel and familiar objects (i.e., novel/novel + familiar). Using this index, a lack of preference for novel versus familiar objects yields a DI of 0.5. A one-sample *t* test was used to determine whether the DI differed significantly from 0.5 and was used as an index of the strength of recognition memory (Brown and Aggleton, 2001). The DI corresponds to *d*′, one of the primary measures of recognition memory in humans (Sivakumaran et al., 2018). Latency to find the escape hole in the Barnes maze was analyzed by a mixed-effects model with Šídák's multiple-comparisons post-test. Search strategy (direct, serial, and random, as described in Barnes maze methods above) used to locate the escape hole was analyzed by chi-square.

Data were examined for missing values and outliers. Outliers were identified from *z*-transformed data as those exceeding ±3.29. Missing data and outliers were replaced by multiple imputation (SPSS). Levene's test for homogeneity of variance was carried out, and variables violating assumptions of homogeneity were analyzed via the Mann–Whitney *U* nonparametric statistic. All tests were two-tailed with the minimum probability to establish statistical significance set at *p* < 0.05. All data in graphs represent means ± standard error of the mean ( $\bar{X}$ ± SE). The minimum probability for statistical significance was set at *p* < 0.05. Experimenters were blinded to genotype throughout behavioral testing, although the smaller size of R237H versus WT rats was readily apparent from ∼5 weeks of age, and this difference continued through the experiments (Fig. 1*F*, Hagemann et al., 2021).

**Figure 1.**
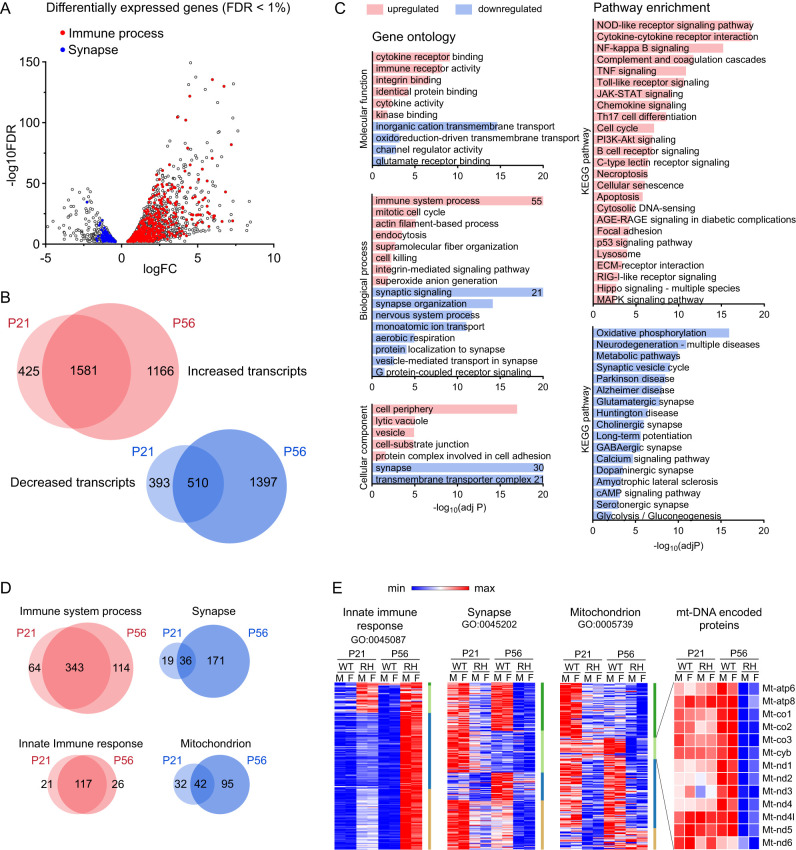
Neurodegenerative profile of hippocampal transcripts in the R237H rat model of AxD. ***A***, Volcano plot showing fold change (log_2_FC) values versus the FDR (log_10_FDR) for DEGs in 8-week-old male R237H rats compared with WT (FDR < 0.01). Genes related to the immune system process (GO:0002376) are highlighted in red, and those related to synapses (GO:0045202) are in blue. ***B***, Venn diagrams showing overlap in the number of DEG (increased and decreased) at P21 and P56. ***C***, Enrichment analysis for GO terms and KEGG pathways for DEG (FDR < 0.01) in male rats at 8 weeks of age (*N* = 4). For pathways with a −log_10_ adjusted *p* value greater than 20, values are indicated within the graph. ***D***, Venn diagrams showing overlap in the number of DEG related to different GO terms: immune system process (GO:0002376), innate immune response (GO:0045087), synapse (GO:0045202), and mitochondrion (GO:0005739) at P21 and P56. ***E***, Heat maps for DEG between WT and R237H (RH) rats within male (M) or female (F) groups, at P21 or P56 matched to different GO term gene lists as indicated. Average transcripts per million values were transformed to the color-coded minimum and maximum scale for each gene and K-means clustering used to highlight different patterns in developmental expression versus genotype-related changes. For each group, *N* = 4, except for WT females at P21, *N* = 3, and R237H females at P21, *N* = 5. Extended Data Figures 1-1–1-4 support this figure.

## Results

### Neurodegenerative profile of hippocampal transcripts in R237H rat model of AxD

The R237H rat model of AxD exhibits extensive GFAP accumulation and aggregation throughout the CNS, with a particularly high pathological burden in the hippocampus (Hagemann et al., 2021). Given the role of the hippocampus in learning and memory, we wanted to understand the impact of reactive glia and astrocyte dysfunction on neurons and cognitive function and began with bulk RNA sequencing for differential gene expression analysis. To distinguish initiating events from chronic disease, we collected the hippocampus at 3 weeks of age (P21), when CNS pathology is apparent but R237H rats are otherwise presymptomatic, and at 8 weeks of age (P56), when pathology is significantly worse and the rats are severely affected with motor impairment and increased mortality. Both male and female R237H rats were analyzed with WT littermate controls, and gene expression comparisons were made between genotypes within age groups. 

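Hippocampal RNA of 32 rats was sequenced as polyA-selected, stranded libraries. R237H rats are heterozygous for a missense mutation in Gfap, and their WT littermates served as controls. The groups held 4 R237H and 4 WT rats of each sex at P56, 4 R237H and 4 WT males at P21, and 5 R237H and 3 WT females at P21. The authors trimmed the reads with Skewer, aligned them with STAR and estimated expression with RSEM, and they deposited an expected count and a TPM value for each of 23822 genes in each rat. An expected count is a read count in which a read that fits several genes is divided among them, so it need not be whole, and 5.68% of the values were not. All were rounded to whole numbers before testing. Depth is given as the total expected counts on genes. At P56 these totals were 25420919 to 54984174 (median 48547917) in R237H males, 46185013 to 50135101 (median 48582862) in WT males, 39067355 to 48743149 (median 48499384) in R237H females and 43544960 to 47825896 (median 44787256) in WT females. At P21 they were 21580397 to 45018071 (median 43800770) in R237H males, 43649001 to 52241943 (median 47153050) in WT males, 43162293 to 55544871 (median 48075872) in R237H females and 38503686 to 46129529 (median 45041201) in WT females. The R237H male replicates s70-B at P56 and R1781H at P21 were the shallowest, and every other library had at least 38503686 counts. Within each sex and age, R237H rats were compared with WT rats by edgeR's quasi-likelihood F-test, with edgeR's default filter on low counts, TMM normalization and the Benjamini-Hochberg FDR over the genes tested. A gene was counted as increased or decreased at an FDR under 0.01, the threshold of the paper. Normalized counts below are counts scaled by the TMM factors within a comparison, so they are not on one scale across sexes or ages. The rats of the 2 ages were collected separately, so age and collection cannot be told apart, and all comparisons between genotypes were made within an age. Sample titles carry a number before a letter, shared by some rats of both genotypes. The paper does not say what the number stands for. It was used as a replicate block where both genotypes share at least 2 numbers. The 8 males at P21 share 1 number, so their SE and FDR values rest on a spread without differences between numbers. Genes are listed by Ensembl identifier, and symbols were taken from the Extended Data tables, which pair 3289 of the identifiers (13.8%) with a symbol. The parts of those tables used here hold the genes with the smallest FDR, so a gene with a symbol was more often changed than a gene without one. For functional groups, 48 gene lists were written by hand. Members without a matched symbol were counted as tested and unchanged, so a count of changed members is a lower bound for its list. One-sided Fisher's exact tests of these lower bounds against all genes tested were adjusted together over 384 tests.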

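The mutated gene itself, Gfap (ENSRNOG00000002919), was increased in every comparison and serves as a check of the labels. In males at P56 it rose from 35947 ± 9643 (SD, n = 4) normalized counts in WT rats to 259237 ± 53708 (SD, n = 4) in R237H rats (log2 fold change 2.85, SE 0.22, FDR = 7.30e-06). The log2 fold change was 2.89 in females at P56 (SE 0.14), 2.53 in males at P21 (SE 0.08) and 2.89 in females at P21 (SE 0.16), and in each comparison every R237H rat had a higher count than every WT rat.

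**Figure D1:**
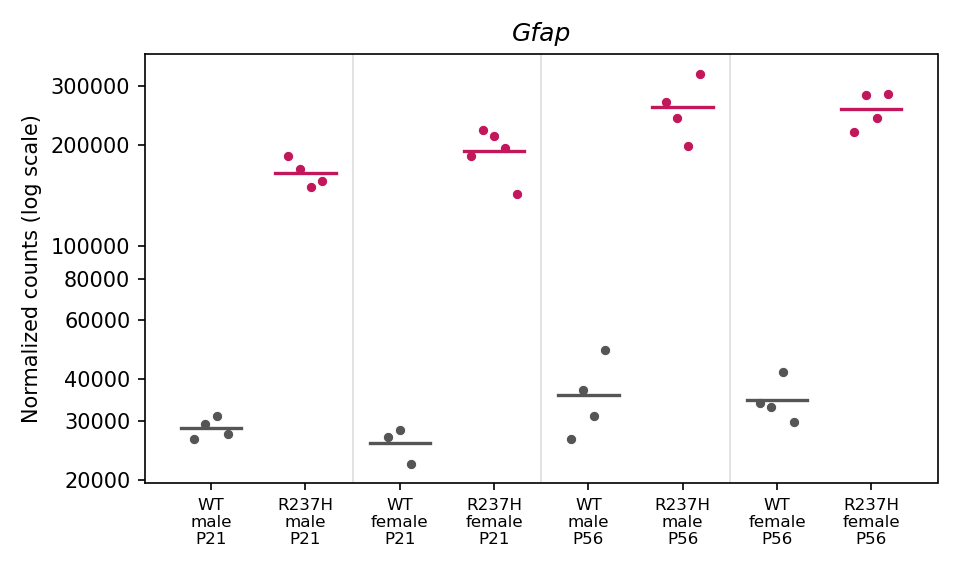
Normalized counts of Gfap in each rat on a log axis, by age, sex and genotype, with each point a rat and each bar the group mean; counts are scaled within a sex and age. The R237H points lie above all WT points of the same sex and age.

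Larger increases were seen in other genes. In males at P56, Slc17a3 rose by 8.39 on the log2 scale, Trib3 by 7.64 and Cyp4b1 by 7.34, and the symbol Serpina3a belongs to 2 identifiers whose reads could be shared, both at 8.22. In females at P56, Ccl20 (6.68), Runx3 (6.43) and Kng2 (6.25) were among the 5 largest. At P21 Ccl20, Ccl2, Cyp4b1 and Tent5b stood among the 5 largest increases of both sexes, with log2 fold changes in males of 6.96, 6.53, 6.98 and 6.65. The 10 immune lists were combined. Of their genes with a symbol, 166 were increased and 5 decreased in males at P56, 165 and 7 in females at P56, 156 and 3 in males at P21, and 129 and 0 in females at P21. Their median log2 fold change among increased genes was 2.37 in males at P56 against 1.65 for all increased genes with a symbol, and 1.46 against 0.95 in males at P21. In males at P56, 323 genes were increased more than 8-fold, 308 of them with a symbol, and 57 of those (18.5%) were on an immune list, against 8.9% of all increased genes with a symbol. Of the 20 largest increases with a symbol, 4 were on an immune list in males at P56 (Cxcl13, Ccl2, Ccl7 and Ccl20), 3 in females at P56, 3 in males at P21 and 5 in females at P21.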

In both age groups, elevated transcripts in the R237H rat hippocampus (FDR < 0.01) were dominated by immune-related genes, which demonstrated the largest fold changes. Those that were decreased encoded proteins related to synaptic and metabolic function (Fig. 1*A*, P56 males shown; Extended Data Figs. 1-1–1-4). 

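Among genes with a symbol and clearly separated groups, the largest decreases in males at P56 were not synaptic. Kcng4 (ENSRNOG00000015746), a potassium channel subunit, fell from 1084 ± 301 (SD, n = 4) normalized counts in WT males to 95 ± 27.1 (SD, n = 4) in R237H males (log2 fold change -3.49, SE 0.26, FDR = 5.99e-06), and Col11a2 had a log2 fold change of -3.52 (FDR = 1.09e-04). The hemoglobin genes Hba-a1 (-3.78) and Hba-a3 (-4.12), which are near-identical copies that can share reads, and Alas2 (-3.82) made up the rest of the 5 largest. Less blood left in the R237H tissue may explain the decreases of these red blood cell genes. The paper describes the decreased genes as a class and does not rank them by size. In females at P56 the 5 largest decreases were Gjb6 (-4.60), Apoc1 (-4.16), Col11a2 (-3.70), Sult1d1 (-3.59) and Kcng4 (-3.54). Decreases were smaller than increases, with 347 genes down and 1651 genes up more than 2-fold in males at P56. The synapse lists together hold 197 genes, of which 51 had a symbol. At least 42 of them were decreased and 2 increased in males at P56 (median log2 fold change of those with a symbol -0.80, one-sided Fisher's exact test, adjusted p = 1.64e-04), and 43 and 2 in females at P56 (adjusted p = 8.30e-05). Adjusted over the list alone, 46 and 45 were decreased, though its matched members had been chosen by their FDR. With the title number as a replicate block, chosen at P56 after seeing the data, 17 were decreased in females. Among metabolic genes, Pfkm, the muscle form of phosphofructokinase, had a log2 fold change of -0.90 in males at P56 (FDR = 4.07e-05), and 3 of the 16 listed glycolysis enzymes were decreased, the only 3 with a symbol.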

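In males at P56, 15097 genes were tested, of which 2531 were increased and 1677 decreased at an FDR under 0.01, 27.9% of those tested. The median log2 fold change was 1.35 among increased and -0.70 among decreased genes, and over all genes tested it was -0.006. In 99.4% of the 4208 genes the counts of R237H and WT rats did not overlap, but these genes were chosen by the same counts, so this share is no separate support. Of all genes tested, 42% did not overlap, against 2.9% by chance for 4 rats against 4. In females at P56 2550 genes were increased and 1676 decreased, in males at P21 1847 and 721, and in females at P21 1070 and 114. Decreases depended more on the rats and on the test than increases did. When each rat was left out in turn, the number of increased genes in males at P56 lay between 1976 and 2685 and that of decreased genes between 928 and 1989. Fitting all 32 rats in one model moved the male P56 counts to 3436 and 2941. The likelihood-ratio test, the statistic of the Extended Data tables, gave 2948 and 2148. Deviations from the group means over genes were compared between female rats of the 2 genotypes with the same title number. The correlations were 0.07 and 0.47 for the 2 pairs at P56 and 0.02, 0.05 and 0.39 for the 3 pairs at P21, so 1 pair at each age carried most of it. Pairs with different numbers had mean correlations of -0.04 at both ages. With the number as a replicate block, 1441 genes were increased and 474 decreased in females at P56, and 396 and 28 in females at P21. The block at P56 was chosen after seeing the data. These fits leave 1 and 3 residual degrees of freedom, against 6 without the block. Unless the block is named, counts of list members in females are from the fits without it.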

Given the large number of genes affected (Fig. 1*B*), those that were upregulated were analyzed for pathway enrichment separately from genes that were downregulated (2,747 increased, 1,907 decreased, FDR < 0.01 in P56 male R237H rats). Enrichment results for GO terms were filtered using a two-stage algorithm within g:Profiler to group significant terms into subontologies and identify functional drivers within these contexts (Raudvere et al., 2019). At 8 weeks of age when disease is most severe, molecular functions of genes with increased expression were related to cytokine and immune receptor binding and activity, integrin binding, and downstream effects such as protein kinase binding (Fig. 1*C*, males shown; Extended Data Figs. 1-1, 1-2). 

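Among cytokines, Ccl2 (ENSRNOG00000007159) rose in males at P56 from 16 ± 9.66 (SD, n = 4) normalized counts in WT rats to 2416 ± 756 (SD, n = 4) in R237H rats (log2 fold change 7.20, SE 0.44, FDR = 1.99e-06). Csf1, at 1284 ± 156 (SD, n = 4) normalized counts in WT and 6269.8 ± 373 (SD, n = 4) in R237H males, had a log2 fold change of 2.29 (FDR = 7.80e-07), and Lif one of 4.52. Of the 59 cytokine and chemokine genes listed, 28 had a symbol, and at least 22 were increased in males (adjusted p = 8.15e-04) and 22 in females at P56 (adjusted p = 9.56e-04). Other members fell, namely Ccl27, Cx3cl1 and Cxcl12, with log2 fold changes in males of -0.75, -0.82 and -0.64 (FDR = 5.22e-04, 9.77e-04 and 0.00113). Cytokine receptor genes were increased as well, among them Csf2rb (log2 fold change 4.94 in males and 4.38 in females), Osmr (3.87 and 3.68) and Tnfrsf1b (2.65 and 2.32).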

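Of 26 listed integrin genes, 13 were increased and 1 decreased in males at P56, with a symbol for 16 (adjusted p = 6.41e-04), and 14 and 2 in females (adjusted p = 1.49e-04). Itgb1 (ENSRNOG00000010966), the common β1 chain, went from 4501 ± 396 (SD, n = 4) to 13052 ± 2010.0 (SD, n = 4) normalized counts in males (log2 fold change 1.54, SE 0.13, FDR = 1.29e-05). The leukocyte chains rose more, with log2 fold changes in males and females of 3.03 and 2.56 for Itgam and of 4.51 and 4.58 for Itgal, whereas Itga11 was decreased (-0.80 and -0.996). All 17 complement genes with a symbol, of 25 listed, were increased in both sexes at P56 (adjusted p = 2.20e-07 in males). C1qb had a log2 fold change of 3.43 in males (FDR = 3.07e-06) and C3ar1 one of 2.82 (FDR = 8.22e-07). Of the microglia markers, the list with the highest share of matched symbols (11 of 13), 9 were increased in each sex, Csf1r by 2.30 in males and Tyrobp by 2.50.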

Enriched biological processes again included immune system components and integrin-mediated signaling pathways as related drivers. Actions involved in reactive gliosis, including cytoskeletal and extracellular matrix reorganization (e.g., actin filament and supramolecular fiber organization) and pathways related to the cell cycle, were also highlighted as driving processes. 

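Of 43 genes listed for actin and intermediate filaments, 24 were increased and 0 decreased in males at P56 and 25 and 0 in females, 30 of them with a symbol (adjusted p = 9.01e-08 and 2.03e-08). Vim (ENSRNOG00000018087), the intermediate filament protein vimentin, rose in males from 1806 ± 1015 (SD, n = 4) to 60481 ± 8992 (SD, n = 4) normalized counts (log2 fold change 5.06, SE 0.36, FDR = 4.94e-06). Msn and Tpm4 had log2 fold changes of 3.15 and 2.69 (FDR = 1.07e-06 and 1.13e-06). The extracellular matrix list moved in both directions, with 14 of 40 genes increased and 4 decreased in males. Spp1 (7.30), Fn1 (3.62), Tnc (3.41) and Sparc (1.25) were increased, while Acan (-1.03), Bcan (-0.64), Vtn (-0.996) and Lamb1 (-0.52) were decreased. Of 97 cell cycle genes, 41 were increased in males and 43 in females, 47 of them with a symbol, and 0 were decreased in either sex (adjusted p = 3.89e-08 and 4.82e-09). Mki67, a marker of dividing cells, went from 138 ± 36.5 (SD, n = 4) to 682 ± 71.5 (SD, n = 4) normalized counts in males (log2 fold change 2.31, FDR = 1.47e-05).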

Enriched cellular components included lytic vacuoles (lysosomes), vesicles (including endosomes), and cell adhesion terms such as focal adhesions, integrins, and associated signaling molecules (Fig. 1*C*; Extended Data Figs. 1-1, 1-2).

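Each of the 28 lysosomal genes with a symbol, of 42 listed, was increased at P56 in males and in females, with log2 fold changes between 0.64 and 3.36 in males (adjusted p = 3.32e-11). The cathepsin gene Ctsz (ENSRNOG00000050697) rose from 517 ± 58.9 (SD, n = 4) to 4647 ± 623 (SD, n = 4) normalized counts (log2 fold change 3.17, SE 0.13, FDR = 4.51e-07), and in females its log2 fold change was 2.77 (FDR = 1.32e-07). Grn, Ctsh and Lgmn followed with 1.95, 1.83 and 1.81 in males and 1.82, 1.63 and 1.75 in females. At P21, 23 of the listed genes were increased in males and 12 in females.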

10.1523/ENEURO.0504-24.2025.f1-1 Figure 1-1 DEG for male rats at P56. Download Figure 1-1, XLS file.

10.1523/ENEURO.0504-24.2025.f1-2 Figure 1-2 DEG for female rats at P56. Download Figure 1-2, XLS file.

KEGG pathway enrichment analysis demonstrated activation of NFκB and JAK-STAT signaling (Fig. 1*C*), consistent with our previous report showing both NFκB and STAT3 are activated in the R237H rat hippocampus (Hagemann et al., 2021). 

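At P56 at least 22 of 34 listed NFκB genes were increased in each sex, 24 of them with a symbol (adjusted p = 1.01e-08 in males and 1.21e-08 in females), and 0 were decreased. Nfkb2 (ENSRNOG00000019311) rose from 134 ± 23.4 (SD, n = 4) normalized counts in WT males to 866 ± 173 (SD, n = 4) in R237H males (log2 fold change 2.69, SE 0.19, FDR = 5.00e-06). The receptor gene Tnfrsf1a had a log2 fold change of 1.98 (FDR = 3.04e-06) and Birc3 one of 4.34 (FDR = 2.59e-06). For JAK-STAT signaling, 25 of 49 genes were increased in males and 23 in females, with 26 matched (adjusted p = 4.20e-07 and 9.57e-06). Stat3 (ENSRNOG00000019742) went from 2231 ± 199.9 (SD, n = 4) to 10619 ± 1555 (SD, n = 4) normalized counts in males (log2 fold change 2.25, SE 0.12, FDR = 1.17e-06) and had a log2 fold change of 2.14 in females (FDR = 7.14e-07). Its target Socs3 rose by 5.00 in males and 4.77 in females on the log2 scale. RNA levels do not report on phosphorylation or nuclear localization of these proteins.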

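Cdkn1a (ENSRNOG00000000521), which encodes the cell cycle inhibitor p21, was increased at P56 from 121 ± 65.2 (SD, n = 4) to 496 ± 136 (SD, n = 4) normalized counts in males (log2 fold change 2.04, SE 0.35, FDR = 0.00107) and by 2.11 on the log2 scale in females (FDR = 9.20e-05). The cyclin gene Ccnd1 (2.70 and 2.69), the checkpoint kinase gene Chek1 (1.47 and 1.09) and Rrm2 (1.81 and 1.87) were increased in males and females. Gadd45a (ENSRNOG00000005615) had the largest change of the GADD45 genes, 286 ± 52.2 (SD, n = 4) against 8397 ± 1489 (SD, n = 4) normalized counts in males (log2 fold change 4.88, SE 0.19, FDR = 3.68e-07). Gadd45g was increased in both sexes (2.204 and 2.69), and Gadd45b passed the threshold in females (1.19, FDR = 0.00531) but not in males (1.28, SE 0.33, FDR = 0.0101). Sesn1 and E2f1 were decreased, with log2 fold changes of -0.66 and -0.87 in males. Of 46 genes listed for senescence and p53 signaling, 22 were increased and 2 decreased in each sex at P56 (adjusted p = 9.17e-06 in males and 1.07e-05 in females, 26 matched).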

Transcripts related to cellular senescence and p53 signaling, including *Cdnk1a* (p21WAF), cyclins and checkpoint kinases, GADD45 genes, and Tp53 itself, were also significantly enriched, corroborating our recent work showing astrocyte senescence in the rat as well as other models of AxD (Wang et al., 2022). 

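Across the combined innate immune lists of 127 genes, 74 were increased in males and 73 in females at P56, 0 were decreased in either sex, and 78 had a symbol (adjusted p = 3.96e-24 and 4.36e-23). Adjusted over the list alone, 75 were increased in each sex, and with the title number as a replicate block 67 were in females. The log2 fold changes of those tested lay between 0.73 and 6.01 in males. By receptor family, the numbers increased in males and females were 21 and 20 of 29 for NOD-like receptor signaling, 17 and 18 of 29 for Toll-like receptor signaling, 10 and 10 of 23 for C-type lectin receptors, 5 and 5 of 14 for cytosolic DNA sensing and 6 and 5 of 12 for RIG-I-like receptor signaling. The adjusted p-values in males were 1.24e-09, 3.91e-06, 0.0128, 0.257 and 0.0372 in the same order, and in females 1.27e-08, 7.23e-07, 0.0139, 0.263 and 0.156. The DNA sensing list had 5 members matched, all increased in both sexes, so with its other members counted as unchanged it could not pass the correction. The RIG-I-like receptor list did not pass in females. Casp4 (ENSRNOG00000033697), an inflammatory caspase, rose from 104 ± 31.7 (SD, n = 4) to 2109 ± 116 (SD, n = 4) normalized counts in males (log2 fold change 4.33, SE 0.21, FDR = 8.53e-07). Tlr4 had a log2 fold change of 3.21, Clec12a of 5.58, Zbp1 of 4.25 and Ifih1 of 1.79, with FDR = 2.02e-06, 1.19e-06, 1.49e-04 and 5.96e-06.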

Pathways associated with an innate immune response were highly enriched, and a response to danger-/pathogen-associated molecular patterns (DAMPs) through NOD-like, Toll-like, and C-type lectin receptor signaling, cytosolic DNA sensing, and RIG-1-like receptor signaling could further contribute to astrocyte senescence and the associated secretory phenotype (Li and Chen, 2018). It is noteworthy that lymphocyte-related pathways are enriched, and although these pathways overlap with other immune-related categories, T-cell infiltration has been documented in AxD (Olabarria et al., 2015; Boyd et al., 2021). 

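Few lymphocyte markers had a symbol, 3 of 23 for T cells and 3 of 13 for B cells, so the state of most of them is not analysed here. Of the T-cell markers, Cd6 (ENSRNOG00000020884) went from 68.3 ± 28.8 (SD, n = 4) to 351 ± 88.6 (SD, n = 4) normalized counts in males at P56 (log2 fold change 2.36, SE 0.31, FDR = 2.40e-04) and had a log2 fold change of 2.31 in females. Ptprc, expressed on all leukocytes including microglia, was increased by 3.42 in males and 3.08 in females, and Thy1, which neurons also express, was decreased (-0.95 and -0.71). The genes Btk, Blnk and Cd22 of the B-cell list were increased by 2.25, 2.07 and 3.99 in males. RNA of whole tissue does not tell which cells expressed them, so they do not show that B cells were present. Of 8 MHC class II genes, 4 were increased in males and 5 in females (adjusted p = 0.128 and 0.0239). Cd74 had log2 fold changes of 2.59 and 3.46 and RT1-Da, a member of a family of similar genes that could share reads, of 2.57 and 2.98.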

Comparisons between age groups showed that a majority of elevated transcripts were increased at both 3 and 8 weeks, with enrichment for most of the same immune-related pathways in each group (Fig. 1*D,E*). 

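In males, 1417 genes were increased at both ages, 76.7% of those increased at P21 and 56% of those increased at P56. A further 430 genes were increased at P21 alone and 1114 at P56 alone. In females, 970 genes were increased at both ages, 90.7% of those at P21 and 38.0% of those at P56. With the title number as a replicate block, chosen for this count after seeing the data, 1346 genes were increased at both ages in males and 360 in females. Over all genes tested at both ages, the log2 fold changes at P21 and P56 had a Pearson correlation across genes of 0.78 in males and 0.77 in females (genes are not independent replicates). The number of male genes increased at both ages stayed between 1252 and 1450 as each of the 16 male rats was left out, and the number increased at P21 alone between 278 and 571. The immune lists stood out at P21 as well. At that age 69 of the 127 innate immune genes were increased in males (adjusted p = 6.89e-28) and 61 in females (adjusted p = 5.65e-34, 30 with the title number as a replicate block). NFκB genes numbered 21 and 17, complement genes 17 and 16, and the NOD-like receptor list 19 and 15.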

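Whether an increase grew with age was tested as an interaction of age and genotype in edgeR's quasi-likelihood model. In males, 1555 of 15370 genes had an interaction at an FDR under 0.01, and in females 333 of 15504. With title numbers as replicate blocks, chosen after seeing the data, the numbers were 1902 in males and 6 in females, where 4 residual degrees of freedom were left, against 12 without blocks. Of the 1417 genes increased at both ages in males, 427 had a larger increase at P56, 2 a smaller one, and for 988 no difference between the ages was detected. In females the numbers were 69, 1 and 900 of 970. Among the innate immune genes, 66 were increased at both ages in males, 31 of them more at P56 and 0 less, and 59 in females, 8 of them more at P56 (33 and 0 with the blocks, and 24 in females at an unadjusted p under 0.05). For Birc3 no difference between the ages was detected in males, with a log2 fold change of 3.94 at P21 (the interaction had an FDR of 0.465), and Cd14 had 3.35 at P21 and 3.15 at P56 (interaction FDR = 0.713). Tlr4 (ENSRNOG00000010522) was increased by 1.37 at P21, a difference of 1.82 between the ages (interaction FDR = 9.60e-05). C4a, whose reads could be shared with a similar complement gene, rose from 2.17 to 4.83 (interaction FDR = 3.17e-04).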

A heat map of significantly increased innate immune-related transcripts shows a subset of genes with comparable increases at both presymptomatic (P21) and severe stages (P56), while other transcripts demonstrate a progressive increase as the animals age (Fig. 1*D*; Extended Data Figs. 1-1–1-4). Many of the increased transcripts with an FDR < 0.01 at P21 and not at P56 (425 transcripts, Fig. 1*B*) were elevated at P56 when an FDR < 0.05 was considered (97/425). 

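Of the 430 genes increased at P21 and not at P56 in males, 418 were also tested at P56, and 357 had a log2 fold change above 0 there. At an FDR under 0.05, 171 of them (39.8%) were increased at P56, while 4 were decreased with an FDR under 0.01. Their changes were small, with a median log2 fold change of 0.55 at P21 and 0.37 at P56, against 1.02 and 1.71 for the genes increased at both ages. The number depended on the fit, with 113 under DESeq2 and 32 with all 32 rats in one model. In that model fewer genes were increased at P21 alone, so the counts do not compare shares.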

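The 4 R237H males at P56 were compared with the 4 R237H males at P21. Of 15101 genes tested, 2098 (13.9%) were lower and 2439 higher at P56. Among the genes increased at P21 alone, 82 (19.1%) were lower at P56 and 42 higher. As each R237H or WT male was left out, the number lower lay between 52 and 97. This contrast holds development, disease and any difference between the collections together.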

Of the 425 unique transcripts elevated at P21, 101 were downregulated in R237H rats at P56 compared with R237H rats at P21; however, there were no common pathways associated with these genes.

Transcripts that were decreased in the R237H rat consisted of genes related to synapses and metabolism and depicted a neurodegenerative profile (Fig. 1*A*). 

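Among general neuronal markers, the neurofilament gene Nefl (ENSRNOG00000013658) fell in males at P56 from 21138 ± 2881 (SD, n = 4) to 10419 ± 1103 (SD, n = 4) normalized counts (log2 fold change -1.02, SE 0.12, FDR = 1.34e-04), and Nefm and Nefh had log2 fold changes of -0.91 and -1.07. In females the values were -0.83, -0.79 and -0.68. All 5 neuronal markers with a symbol, of 14 listed, were decreased in males and 4 in females at P56, and 2 in males at P21 and 0 in females at P21. Of the 1677 genes decreased in males at P56, 1219 (72.7%) were decreased in females too, and 0 genes changed in opposite directions in the 2 sexes. No gene had an interaction of sex and genotype at P56 at an FDR under 0.01, and 310 of 15419 (2.0%) had an unadjusted p under 0.05.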

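Of 52 potassium channel genes listed, 10 were decreased in each sex at P56 and 1 was increased, with 11 matched. This does not pass the correction (adjusted p = 0.223 in males). The list does not hold Kcng4, whose larger decrease is given above, so that gene is outside this count and test. Kcnj10 (ENSRNOG00000068444), the inward rectifier Kir4.1 of astrocytes, fell from 13875 ± 1810.2 (SD, n = 4) to 6258 ± 227 (SD, n = 4) normalized counts in males (log2 fold change -1.15, SE 0.11, FDR = 2.55e-05), and Kcnj9 had a log2 fold change of -0.94. Kcnn3 was the member that rose (0.71, FDR = 0.00417). Of the vacuolar proton pump, 1 of 17 subunit genes had a symbol, Atp6v1g2, which was decreased (log2 fold change -0.98 in males and -0.69 in females). Dlg4, which encodes the glutamate receptor scaffold PSD95, had log2 fold changes of -0.87 (FDR = 6.43e-04) and -0.64 (FDR = 0.00255), and Shank2 of -0.76 and -0.63.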

GO term enrichment analysis for molecular function at 8 weeks of age showed decreased expression of inorganic cation transmembrane transporters (proton, metal ion, and potassium transporters), channel regulators, and proteins involved in glutamate receptor binding. 

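For the synaptic vesicle cycle, 13 of 52 listed genes were decreased and 2 increased in males at P56, and 11 and 2 in females, with 17 matched (adjusted p = 0.0191 and 0.109). Syp (ENSRNOG00000059720), the vesicle protein synaptophysin, fell in males from 89808 ± 12824 (SD, n = 4) to 47191 ± 3425 (SD, n = 4) normalized counts (log2 fold change -0.93, SE 0.12, FDR = 1.70e-04), and Syn2 had a log2 fold change of -1.003 (FDR = 6.09e-05). Sv2c and Sypl1 rose instead, by 1.11 and 0.99. Synapse organization had 7 of 42 genes decreased in each sex, with 8 matched (adjusted p = 0.56 in males). The neuronal pentraxin gene Nptx1 and its receptor gene Nptxr had log2 fold changes of -0.99 and -1.08 in males and -0.88 and -0.95 in females. On the TPM scale the median of all genes tested was 0.40 higher in R237H than in WT males on log2(TPM + 0.1) and 0.26 higher in females, so decreases are smaller there. Of the 51 synapse genes tested, 47 were lower in R237H males by TPM as it stands and 49 relative to that median, the same number as by TMM.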

Synaptic signaling and synaptic organization drove biological processes, with all terms relating to synaptic function including G-protein-coupled receptor signaling, monoatomic ion transport (potassium, calcium, and metal ion transport), and aerobic respiration (mitochondrial function). Enriched cellular components also consisted of synapse-related terms that included mitochondrial membranes and the respiratory chain complex. 

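Of the nuclear genes for respiratory chain and ATP synthase subunits, 7 of 79 had a symbol, and 6 of these were decreased in each sex at P56, or 2 in females with the title number as a replicate block. Uqcrh (ENSRNOG00000012550), a subunit of complex III, fell in males from 3966 ± 499 (SD, n = 4) to 2263 ± 166 (SD, n = 4) normalized counts (log2 fold change -0.81, SE 0.11, FDR = 2.58e-04). Ndufa4 and the complex I gene Ndufa8 had log2 fold changes of -0.79 and -0.75 in males and -0.63 and -0.47 in females, and Cox7b of complex IV -0.68 and -0.70. With so few subunits matched, the lower bound of 6 changed members says little of the complex as a whole (adjusted p = 1).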

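At P21, 721 genes were decreased in males, with a median log2 fold change of -0.31, and 25 of them fell more than 2-fold. In males 433 genes were decreased at both ages, 1244 at P56 alone and 288 at P21 alone. Of those decreased at P56 alone, 478 had an interaction of age and genotype at an FDR under 0.01, so for the others a difference between the ages was not detected. In females 92 genes were decreased at both ages, 1584 at P56 alone, 72 of them with an interaction, and 22 at P21 alone. With title numbers as replicate blocks, 23 were decreased at both ages in females, and 6 genes in all had an interaction. Calls at P21 moved with the fit, and with all 32 rats in one model 180 genes were decreased in males and 298 in females.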

Many of these changes were not yet apparent at 3 weeks of age in asymptomatic rats (Fig. 1*D,E*; Extended Data Figs. 1-3, 1-4). 

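The largest decreases at P21 were not in neuronal genes. Apoc1 had log2 fold changes of -1.45 in males and -1.87 in females, Alb of -1.78 and -1.84, and Ntmt2 and Crb1 of -1.38 and -1.40 in males. Among ion channel genes, 4 of 52 potassium channel genes were decreased in males and 1 in females, among them Kcnj10 (-0.56 and -0.66). Of 33 genes for nervous system development, 5 were decreased and 2 increased in males (adjusted p = 0.0858) and 0 and 1 in females. Dcx (ENSRNOG00000047712), a marker of young neurons, went from 4673 ± 218 (SD, n = 4) to 3409 ± 101 (SD, n = 4) normalized counts in males (log2 fold change -0.46, SE 0.05, FDR = 3.18e-05), and Plxna4 had a log2 fold change of -0.32 (FDR = 3.17e-04). Draxin rose in both sexes (0.64 and 0.56). Of the combined synapse lists, 20 of 197 genes were decreased in males (adjusted p = 0.00744) and 7 in females (adjusted p = 0.00419, 2 with the title number as a replicate block).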

Enriched GO terms in rats at P21 included monoatomic ion transport and nervous system development as drivers of molecular function and biological process, respectively, but only cellular component terms showed a significant enrichment of synapse-related compartments (Fig. 1*D,E*; Extended Data Figs. 1-3, 1-4).

10.1523/ENEURO.0504-24.2025.f1-3 Figure 1-3 DEG for male rats at P21. Download Figure 1-3, XLS file.

10.1523/ENEURO.0504-24.2025.f1-4 Figure 1-4 DEG for female rats at P21. Download Figure 1-4, XLS file.

KEGG pathway enrichment analysis for transcripts that were decreased at 8 weeks of age in the R237H rat hippocampus again highlighted a neurodegenerative profile and included “pathways of neurodegeneration—multiple diseases,” as well as Alzheimer’s, Parkinson’s, and Huntington’s diseases, and amyotrophic lateral sclerosis. Multiple synaptic profiles, including those for glutamatergic, GABAergic, cholinergic, dopaminergic, and serotonergic synapses, showed decreased expression, as predicted by GO term analysis. 

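By transmitter, the genes decreased in males and females at P56 numbered 7 and 8 of 36 glutamatergic, 10 and 11 of 22 GABAergic and 3 and 4 of 14 dopaminergic synapse genes, and 0 members of these lists were increased. Only the GABAergic list passed the correction (adjusted p = 3.50e-04 in males and 5.61e-05 in females). The glutamatergic and dopaminergic lists had adjusted p = 0.335 and 0.606 in males. In the order GABAergic, glutamatergic and dopaminergic, the lists had 11, 9 and 4 members matched (50.0%, 25.0% and 28.6%). Unmatched members were counted as unchanged, so the list with the largest share matched could pass most easily. The tests therefore do not show a loss selective for GABAergic genes. The dopaminergic list could not pass in females, where all 4 matched members were decreased (adjusted p = 0.231). Gabrd (ENSRNOG00000016385), the δ subunit of the GABA-A receptor, fell from 1438 ± 338 (SD, n = 4) to 663 ± 41.5 (SD, n = 4) normalized counts in males (log2 fold change -1.12, SE 0.16, FDR = 3.86e-04), and the GABA transporter gene Slc6a11 had a log2 fold change of -1.31. Among glutamatergic genes, Grin2c and Grin1 had log2 fold changes of -2.28 and -0.84 in males (FDR = 7.29e-06 and 4.58e-04). Ppp1r1b, the dopamine signaling protein DARPP-32, had a log2 fold change of -1.92 in males and -1.79 in females. The cholinergic and serotonergic lists had 1 member each with a symbol, Chrm3 (-0.84 in males) and Tph2 (-1.97), both decreased.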

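Of 43 calcium signaling genes, 18 were decreased and 1 increased in each sex at P56, with 20 matched (adjusted p = 2.49e-06 in males and 2.56e-06 in females). Camkk1 (ENSRNOG00000018242), an activator of calcium/calmodulin-dependent kinases, went from 17622 ± 2495 (SD, n = 4) to 8579.5 ± 955 (SD, n = 4) normalized counts in males (log2 fold change -1.04, SE 0.13, FDR = 1.45e-04), and the calcium pump gene Atp2b2 had a log2 fold change of -0.81. Camk2d rose, by 1.07. For cyclic AMP signaling, 5 and 6 of 32 genes were decreased and 1 and 3 increased in males and females, which did not pass the correction (adjusted p = 0.772 and 0.457). Pde1b had a log2 fold change of -0.92, Adcy1 of -0.82 and Gnai2 of 0.71 in males.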

Transcripts related to oxidative phosphorylation and mitochondrial function were highly enriched among downregulated genes, and genes related to calcium and cyclic AMP signaling also showed decreased expression (Fig. 1*C*). At 3 weeks of age, pathways of neurodegeneration were not significantly enriched in R237H rats. 

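At P21 the nuclear oxidative phosphorylation list had 1 gene decreased in males and 0 in females, where 1 of the 7 tested had an unadjusted p under 0.05. All 7 members tested were lower in R237H rats of both sexes at that age, with a median log2 fold change of -0.25 in males and -0.15 in females. Syp, Nefl and Grin1 had log2 fold changes of -0.18, -0.30 and -0.05 in males (FDR = 0.0894, 0.0101 and 0.689).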

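Of the 51 synapse genes tested at both ages, 49 were lower in R237H than in WT males at P21 and 49 at P56, with median log2 fold changes of -0.22 and -0.80. In females 50 and 49 were lower, with medians of -0.27 and -0.76. These genes have a symbol because they ranked high in an Extended Data table, so their share is not that of all synapse genes. In males 15 were decreased at an FDR under 0.01 at both ages, 27 at P56 alone and 5 at P21 alone, and 29 of the 42 decreased at P56 were decreased further than at P21 by the interaction of age and genotype. In females 4 of 43 were, and with title numbers as replicate blocks 32 were in males and 0 in females (24 in females at an unadjusted p under 0.05). Gabbr1 (ENSRNOG00000000774) had a log2 fold change of -0.08 at P21 (SE 0.05) and -0.79 at P56 (SE 0.11) in males, with an interaction FDR of 9.86e-04.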

Comparisons of expression changes for synapse-related genes (GO:0045202) between age groups demonstrated expected developmental changes (within both genotypes) but a general trend for decreases in AxD model rats at both presymptomatic and severe disease stages (Fig. 1*D,E*). A higher number of genes related to mitochondrial function were downregulated at 8 weeks compared with 3 weeks, accounting for the shift to a neurodegenerative profile at the later age (Fig. 1*D,E*). 

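Of the 7 nuclear oxidative phosphorylation genes with a symbol, 2 had a larger decrease at P56 than at P21 in males by the interaction of age and genotype, and 0 in females, where 5 of them had an unadjusted interaction p under 0.05. With title numbers as replicate blocks, 0 of the 6 decreased at P56 in females had an interaction at an FDR under 0.01, and 0 had an unadjusted p under 0.05. The median log2 fold change of the 7 genes went from -0.25 to -0.75 in males. Ndufa8 had a log2 fold change of -0.05 at P21 (SE 0.07, FDR = 0.611) and Uqcrh of -0.25 (SE 0.07, FDR = 0.0211) in males, and their interactions had an FDR of 0.00211 and 0.00587. The GO list for the mitochondrion that the paper counted was not used here. The paper compares the numbers of decreased mitochondrial genes at the 2 ages and reasons that the higher number at P56 accounts for a shift to a neurodegenerative profile by then.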

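Of the 13 protein genes encoded by mitochondrial DNA, 2 had a symbol, Mt-nd3 (ENSRNOG00000033615) and Mt-nd6 (ENSRNOG00000029042), and the others were not analysed here by name. Mt-nd3 fell at P56 from 56300.1 ± 13714 (SD, n = 4) to 26187 ± 1106 (SD, n = 4) normalized counts in males (log2 fold change -1.10, SE 0.16, FDR = 3.52e-04) and from 53564 ± 6633 (SD, n = 4) to 26964 ± 1945 (SD, n = 4) in females (log2 fold change -0.99, SE 0.11, FDR = 4.80e-05). Mt-nd6 had log2 fold changes of -0.75 (SE 0.16, FDR = 0.00416) and -0.87 (SE 0.14, FDR = 5.40e-04). At P21 neither passed the threshold, with log2 fold changes for Mt-nd3 of -0.14 in males (FDR = 0.273) and -0.09 in females (FDR = 0.577) and for Mt-nd6 of -0.18 and -0.02. The interaction of age and genotype had an FDR of 0.00221 in males and 0.00124 in females (0.0964 with title numbers as replicate blocks) for Mt-nd3, and of 0.0333 and 0.0526 for Mt-nd6.

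**Figure D2:**
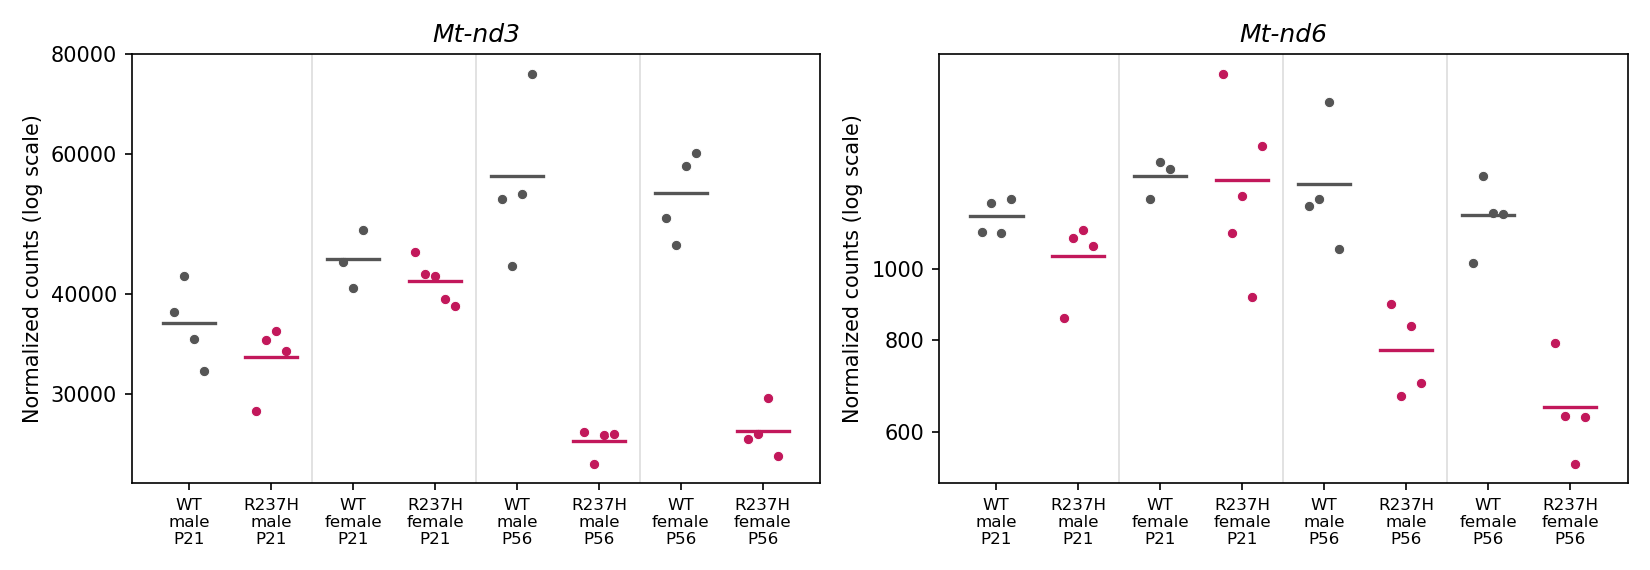
Normalized counts of Mt-nd3 and Mt-nd6 in each rat on a log axis, by age, sex and genotype, with each point a rat and each bar the group mean; counts are scaled within a sex and age. The genotypes part at P56 and overlap at P21.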

Genes encoded by mitochondrial DNA were not downregulated at P21, but transcripts from all 13 protein encoding genes were decreased at P56 as well as many nuclear genes related to oxidative phosphorylation and respiration, suggesting an overall reduction of mitochondrial function at this severe stage of disease (Fig. 1*D*).

### Neuroinflammatory response to GFAP mutation in AxD model rats

We have previously demonstrated activation of NFκB and STAT3 in the R237H rat hippocampus and specifically nuclear localization of phosphorylated STAT3 (Tyr705) in astrocytes (Hagemann et al., 2021). Here, to determine whether elevation of immune-related transcripts translated into a neuroinflammatory microenvironment, we quantified cytokines and small chemokines in adult rat hippocampus by ELISA (Fig. 2*A*). 

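Il6 transcripts (ENSRNOG00000010278) were near the limit of detection in WT hippocampus at P56, with 4.73 ± 1.75 (SD, n = 4) normalized counts in males and 9.9 ± 7.07 (SD, n = 4) in females, and rose to 250.4 ± 136 (SD, n = 4) and 218 ± 60.0 (SD, n = 4) in R237H rats (log2 fold change 5.66, FDR = 1.29e-05, and 4.44, FDR = 1.79e-05). Tnf (ENSRNOG00000070745) was as low, 12.8 ± 7.04 (SD, n = 4) normalized counts in WT and 27.6 ± 12.7 (SD, n = 4) in R237H males and 6.46 ± 5 (SD, n = 4) and 22.7 ± 9.6 (SD, n = 4) in females. Its log2 fold changes at P56 were 1.14 (SE 0.46, FDR = 0.0735) and 1.82 (SE 0.63, FDR = 0.0403), which did not pass an FDR of 0.01. At P21 Tnf was increased in both sexes (2.83, FDR = 2.26e-05, and 2.65, FDR = 0.0093).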

In agreement with STAT3 activation and our previous report showing a senescence phenotype in AxD astrocytes (Wang et al., 2022), IL6 was markedly elevated (24-fold, *p* < 0.0001), and TNFα was also significantly increased (two-fold, *p* < 0.0001), similar to their transcription profile (Fig. 2*B*). 

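Transcripts of Il1b (ENSRNOG00000004649) numbered 7.17 ± 3.68 (SD, n = 4) normalized counts in WT and 224 ± 86.4 (SD, n = 4) in R237H males at P56 (log2 fold change 4.92, SE 0.44, FDR = 1.92e-05), and the log2 fold change in females was 4.31 (SE 0.30, FDR = 2.62e-06).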

Although IL1β transcript is elevated, protein was slightly decreased, and many of the other interleukins analyzed were near the lower limits of detection and only marginally elevated, including anti-inflammatory cytokines IL10 and IL4. It is possible that the assay used may not detect pro-IL1β or oxidized/reduced forms (per the manufacturer) or that heterogeneous nuclear ribonucleoproteins may affect translation (Sirenko et al., 2002; Zhao et al., 2012). Many small chemokines were highly elevated, including CXCL1 and CCL2, suggesting potential chemotactic effects on peripheral immune cells. CXCL10, an IFNγ-inducible chemokine, is also markedly elevated, although IFNγ is only marginally increased.

**Figure 2.**
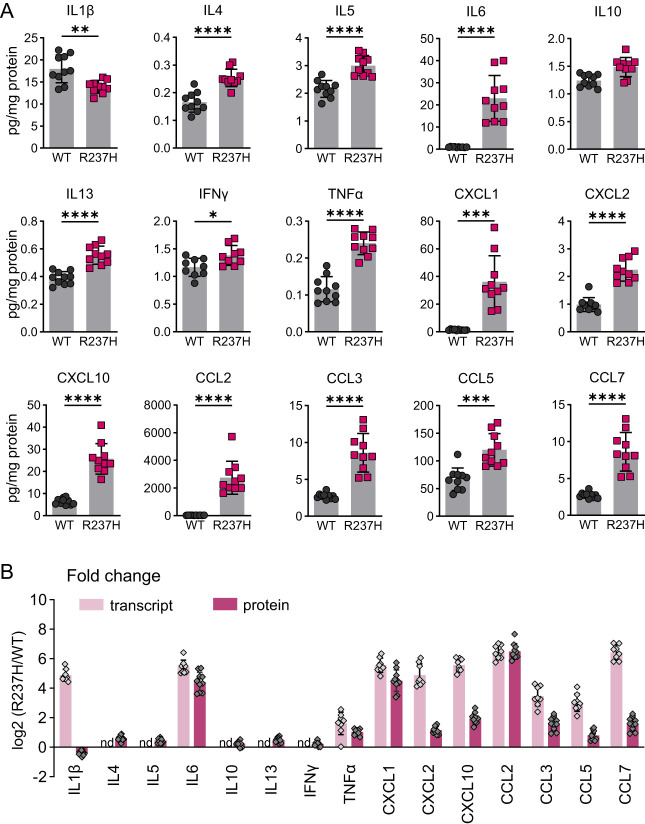
Neuroinflammatory response to GFAP mutation in AxD model rats. ***A***, Cytokines and chemokines were quantified by ELISA in adult R237H rats and WT littermate controls. Interleukins, IFNγ, TNFα, and CXCL1 were analyzed at 8 weeks, and the remaining chemokines were analyzed at 12 weeks of age. Data were analyzed with a two-tailed unpaired *t* test with Welch's correction, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, *N* = 5 males, and 5 females for each group. Error bars are standard deviation. ***B***, Comparison of R237H with WT fold change for transcript and protein expression for the same cytokines and chemokines shown in ***A*** (nd indicates transcript not detected).

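Of the 15 assayed cytokines and chemokines, 8 had a symbol in the count table, and 7 of these were increased in each sex at P56, all but Tnf. Chemokine transcripts had log2 fold changes in males and females of 6.83 and 5.66 for Ccl7, 5.62 and 5.06 for Cxcl10, 5.49 and 5.11 for Cxcl1 and 3.16 and 3.35 for Ccl3, and of 5.50 for Ccl2 in females. Cxcl10 (ENSRNOG00000022256) had 15.6 ± 9.61 (SD, n = 4) normalized counts in WT and 791 ± 188 (SD, n = 4) in R237H males (SE of the log2 fold change 0.39, FDR = 4.42e-06), and for Ccl3 the counts were 3.91 ± 2.82 (SD, n = 4) and 36.3 ± 14.4 (SD, n = 4) (FDR = 0.00175). Fold changes against WT groups with so few counts are imprecise.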

### Regional differences in hippocampal neuron numbers

The decrease in synapse-related gene expression observed in the R237H rat hippocampus (Fig. 1*C*) could reflect neuronal loss, and we have previously reported that granule cells in the hippocampal DG are reduced in number (Hagemann et al., 2021). To analyze both the DG and pyramidal cell layers, we counted pyramidal cells in CA1 and CA3 and granule cells in the DG of the dorsal hippocampus using stereological methods at 3 and 8 weeks of age. At 3 weeks of age, there were no differences in the regions analyzed; however, a reduction in granule cell numbers was confirmed in the DG at 8 weeks of age (Fig. 3). This is of particular interest in view of the involvement of the DG in the formation of precise memories for locations of objects (Lee and Jung, 2017). No change in pyramidal cell numbers was detected in CA1 or CA3 at 8 weeks (Fig. 3).

**Figure 3.**
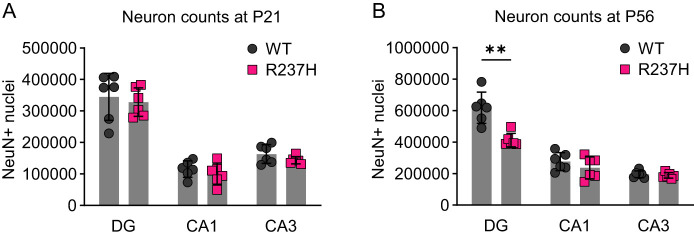
Regional differences in hippocampal neuron numbers in R237H rats compared with WT. Stereological counting of hippocampal neurons labeled with NeuN at P21 (***A***) and P56 (***B***). NeuN-labeled nuclei were counted in the DG granule cell layer and CA1 and CA3 pyramidal cell layers throughout the dorsal hippocampus (anterior boundary to posterior commissure). Data were analyzed by two-way ANOVA and Šídák's multiple-comparisons test (**p = 0.0073, *N* = 6 per group consisting of 3 males and 3 females). There was no significant effect of sex when sex was included as a variable in a three-way ANOVA.

### Neurodegenerative changes in synaptic and mitochondrial proteins in R237H rat hippocampus

To further assess neuronal pathology and potentially synapse function, we quantified expression of synapse-related proteins in the hippocampus from R237H rats at 8 weeks of age. An initial assessment by western analysis showed decreases in both pre- and postsynaptic proteins including SV2A and PSD95, respectively (Fig. 4*A,B*). More specific analysis of excitatory synaptic markers VGluT1 and GluA1 also demonstrated decreases at the protein level (Fig. 4*C,D*). Inhibitory pre- and postsynaptic markers VGAT and gephyrin were also reduced (Fig. 4*E,F*). In addition, we analyzed a panel of mitochondrial proteins related to oxidative phosphorylation (Fig. 5) from complexes I to V (NDUFB8, SDHB, UQCRC2, MT-CO1, and ATP5A). All but complex V (ATP5A) showed a decrease in the R237H rat hippocampus at 8 weeks of age, including the mitochondrially encoded cytochrome C oxidase I (complexes III and IV).

**Figure 4.**
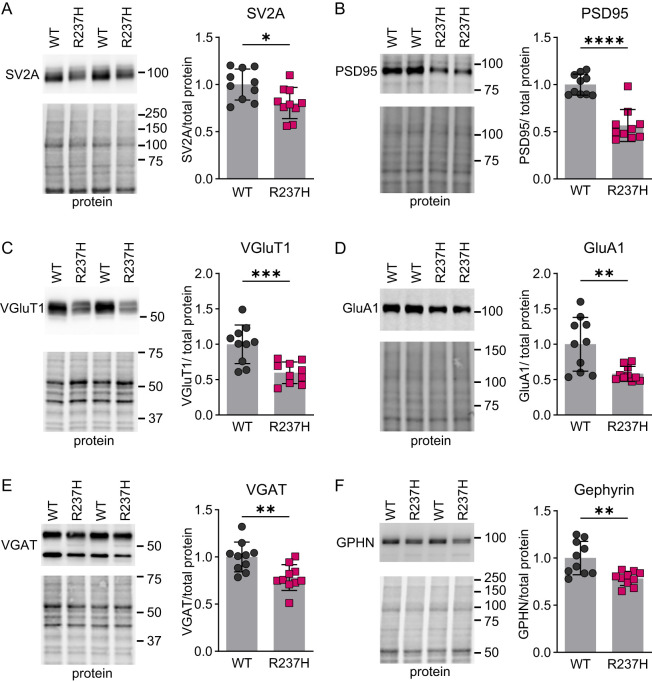
Changes in synaptic protein expression in R237H rats. ***A***, ***B***, Western analysis of pre- and postsynaptic proteins SV2A and PSD95, respectively, in the hippocampus. Representative images are shown for immunoblots and corresponding protein stain from the same region of the gel with molecular weight marker positions indicated on the right. Values for each protein are normalized to total protein and expressed as a fraction of the WT group. ***C***, ***D***, Western analysis of excitatory pre- and postsynaptic markers VGluT1 and GluA1 (***E***, ***F***) and inhibitory markers VGAT and gephyrin. Data were analyzed with a two-tailed unpaired *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, *N* = 5 males, and 5 females at 8 weeks of age for each group.

**Figure 5.**
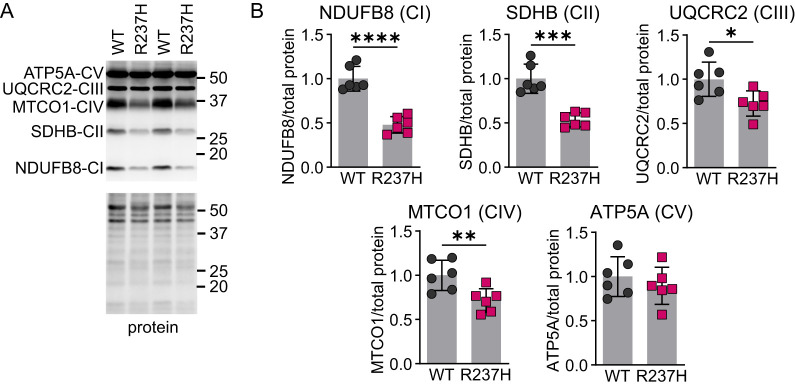
Changes in mitochondrial proteins in R237H rats. ***A***, ***B***, Western analysis of subunits of the oxidative phosphorylation complexes I–V in the rat hippocampus. ***A***, Representative images are shown for immunoblots and corresponding protein stain from the same region of the gel with molecular weight marker positions indicated on the right. ***B***, Values for each subunit are normalized to total protein and expressed as a fraction of the WT group. Data were analyzed with a two-tailed unpaired *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, and *N* = 3 males and 3 females at 8 weeks of age for each group.

### Deficits in hippocampal LTP in R237H rats

To determine whether differences in expression of synaptic proteins translated into physiological deficits, we analyzed the R237H rat hippocampus for LTP in Schaffer collateral-CA1 synapses. To match the age at which we planned to test cognitive function, LTP was measured at 16 weeks, when R237H rats show improved motor performance and are past the critical survival period between 6 and 12 weeks of age when 15% of the animals die. Acute coronal slices including the dorsal hippocampus were collected from both male and female rats of each genotype and subjected to a theta burst stimulation (TBS) paradigm with three trains of 10 bursts (4 × 100 Hz). The fEPSP was measured for 10 min before and 1 h after TBS. Potentiation for each slice was defined as the mean fEPSP slope during the final 10 min compared with baseline (Fig. 6*A*). There was significantly less potentiation (*p* = 0.0008, *t* test) for R237H rats versus WT rats, confirming impaired synaptic plasticity at this age in the model (Fig. 6*B*).

**Figure 6.**
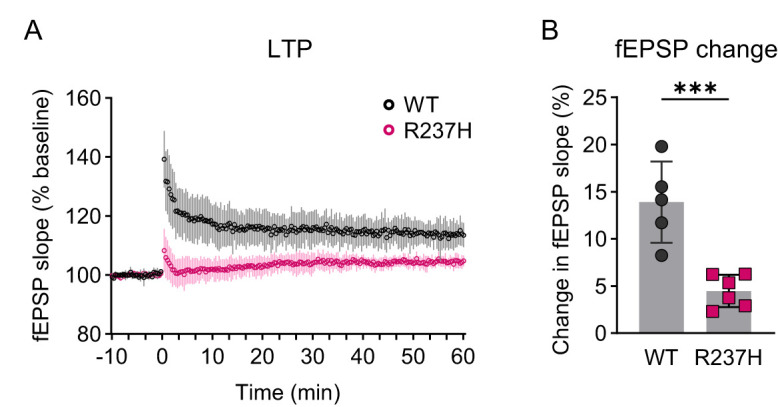
Deficits in hippocampal LTP in R237H rats. ***A***, Mean fEPSP slope for WT animals before and after a TBS paradigm with three trains of 10 bursts (4 × 100 Hz). ***B***, Comparison of potentiation, defined as the average mean fEPSP slope during the last 10 min compared with baseline. Data were analyzed with a two-tailed unpaired *t* test, ***p = 0.0008, and *N* = 5 WT (2 males, 3 females), and 6 R237H (3 males, 3 females) rats. Error bars = standard deviation.

### Deficits in NOR in R237H rats

The NOR task was used as an initial test to evaluate recognition memory in the R237H rat. This test is based on the tendency of rats to spend more time exploring novel objects than exploring familiar objects (Ennaceur and Delacour, 1988). Current evidence supports a critical role for the perirhinal cortex and its projections to the hippocampus, including the DG, in object memory encoding, consolidation, and retrieval (Brown and Aggleton, 2001; Winters et al., 2008; Kinnavane et al., 2015). R237H rats and littermate controls were tested at 16 weeks of age. WT rats showed longer exploration of the novel object compared with the familiar object with a significant effect of genotype (two-way RM ANOVA, *p* = 0.0001), while R237H rats did not show a preference (Fig. 7*A*; data from one female R237H rat was excluded from analysis due to a lack of exploratory activity during the testing phase). A DI representing the time exploring the novel object as a fraction of the total time exploring both objects was calculated as an additional measure of NOR performance. DIs for recognition memory performance in male (*p = 0.018) and female WT (**p = 0.006) rats were significantly greater than 0.5 (i.e., chance) indicating memory for previously presented objects (Fig. 7*B*). In contrast, DIs were not significantly above chance for either male or female R237H rats.

**Figure 7.**
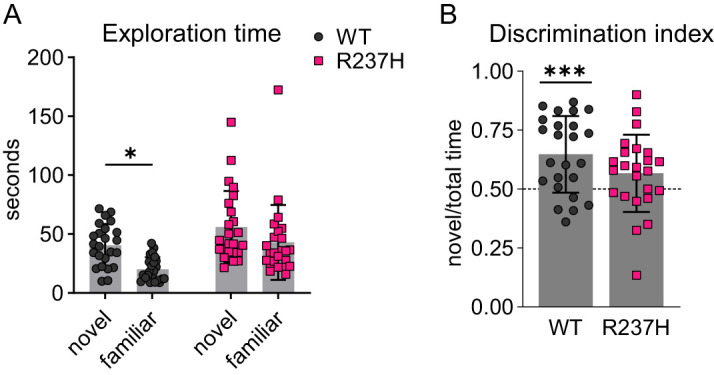
Impaired NOR performance in R237H rats compared with WT. ***A***, Time (seconds) exploring novel and familiar objects for WT and R237H rats in the NOR test. Both novelty and genotype were significant sources of variation (novelty = 9.5% of variation, *p* = 0.0033; genotype = 12.4% of variation, *p* = 0.0001; two-way repeated measures ANOVA with uncorrected Fisher's LSD post-tests, *p* = 0.0104). ***B***, DI as a measure of NOR performance for WT and R237H rats. A DI significantly greater than 0.5 (chance) indicates a preference for exploration of the novel object, whereas a DI that is not significantly different from 0.5 indicates impairment in recognition memory (one-sample *t* test, ***p = 0.0002). *N* = 24 WT (12 males, 12 females) and 24 R237H (12 males, 12 females) rats at 16 weeks of age for ***A*** and ***B***.

### Impaired Barnes maze performance in R237H rats

The Barnes maze is a behavioral test of spatial memory (Barnes, 1979). It shares similarities with the Morris water maze (Morris, 1984) in that it requires an animal to use distal environmental cues to locate a fixed escape location and has the advantage of not requiring stress associated with swimming. The goal of this task is for the rats to learn to seek shelter from bright lights by finding a dark escape hole. Male and female R237H rats and littermate controls were tested with four trials per day over 5 consecutive days at 16 weeks of age, and data were analyzed separately for each day as well as the average daily score across the four daily trials using a day-by-genotype-by-sex repeated measures ANOVA. Data for Trial 1 on each test day was used to assess spatial reference in the Barnes maze and proved to be the most reliable as rats tended to perform poorly over repeated trials each day once they had located the escape hole in Trial 1. Figure 8*A* shows the average latency (seconds) to find the escape hole in Trial 1 on each of the 5 testing days. As expected, there was a significant overall decrease in latency to find the escape hole (*F*_4,188_ = 9.80; *p* < 0.001) across test days. There was also a significant difference between genotypes (*F*_1,47_ = 4.74; *p* < 0.05). Sex differences and interactions were not statistically significant. Comparisons of daily escape latencies between WT and R237H rats showed that WT rats had shorter escape latencies on Test Day 5 compared with R237H rats (*F*_1,52_ = 4.22; *p* < 0.05). Escape latencies did not differ on Test Days 1–4. The three nominal search strategies used by the rats (random, serial, or direct) were also analyzed for Trial 1 on each test day, as well as the average percent use of each strategy over the four trials on each test day. As shown in Figure 8*B*, rats begin the task by using mainly a random search strategy but shift to serial, and then a direct spatial strategy over the course of training. By Test Days 4 and 5, WT rats were using a search pattern that differed significantly by chi-square analysis from R237H rats (*p* < 0.05 and *p* < 0.01, respectively) in that fewer WT rats were using a random search strategy, and more were using a direct spatial strategy. The same general pattern was found when all four daily trials were included in a chi-square analysis (Extended Data Fig. 8-1).

**Figure 8.**
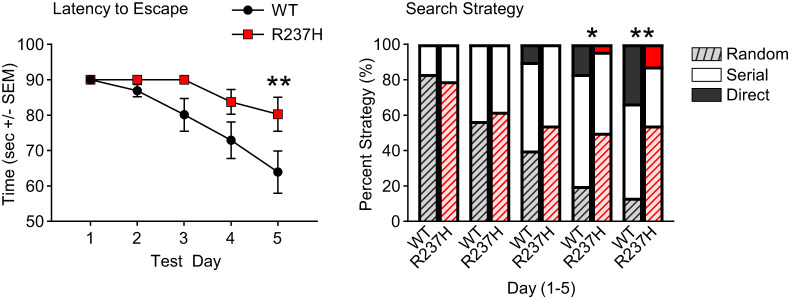
Barnes maze performance for WT and R237H rats. ***A***, Latency to escape during the first trials over 5 consecutive days of training (*p* = 0.018 for effect of genotype, mixed-effects model; **p < 0.01, Šídák's post-test, error bars = SEM). ***B***, Search strategy patterns (random, serial, and direct; see Materials and Methods section) used by rats to learn the location of the escape hole in the Barnes maze. The first trials for each of the 5 training days are shown for comparison between WT and R237H rats (chi-square; *p < 0.05 and **p < 0.01). *N* = 30 WT (14 males, 16 females), 24 R237H (11 males, 13 females), at 16 weeks of age for ***A*** and ***B***. Average latency to escape and search strategies for all four trials are shown in Extended Data Figure 8-1.

10.1523/ENEURO.0504-24.2025.f8-1 Figure 8-1 Barnes maze performance for wild type and R237H rats. (**A**) Average latency to escape for 4 trials daily over 5 consecutive days of training, (no significant effect of genotype, mixed-effect models; **p < 0.01, Sidak’s post-test, error bars = SEM). (**B**) Search strategy patterns (random, serial, direct; see Methods section) used by rats to learn the location of the escape hole in the Barnes maze. Percent strategy used for all trials over each of the 5 training days are shown for comparison between wild type (WT) and R237H rats (Chi Square; ***p<0.001). N = 30 WT, 24 R237H, both sexes at 16 weeks of age for A and B. Download Figure 8-1, TIF file.

## Discussion

Cognitive delays and deficits are frequent clinical features of AxD, particularly in early-onset cases, but relatively few publications provide detailed information about the cognitive phenotype. Most studies are single-case reports, presenting evidence for cognitive decline using a variety of tests including unspecified IQ tests, Wechsler Intelligence Scales for adults and children, and tests for dementia. More recent studies have provided additional information about cognitive function, including impaired visual and verbal memory, using different assessment tools. For example, memory problems were reported in three subjects with adult-onset AxD, including impairments in short-term memory and tests of object recall (Anis et al., 2023). In another case study, two of three adult-onset AxD patients showed impaired verbal and visual memory in the Montreal Cognitive Assessment test (Lichtenstein et al., 2017). In a study of four children with AxD, ages 5–15, verbal short-term memory, backward verbal short-term memory, and narrative microstructure were impaired, along with word recall (Zampini et al., 2023). Additional case studies of patients with infantile onset support the conclusion that cognitive impairments, and memory deficits in particular, are common features of AxD (Draghi et al., 2019; Kirsch et al., 2021), but a better understanding of the cognitive phenotype and its underlying mechanism is necessary for the development and testing of potential therapeutics to address this aspect of the disease.

Memory processes involve interactions among widespread regions of the brain, including the prefrontal cortex, amygdala, striatum, and hippocampus, among others (White and McDonald, 2002; Kesner, 2009), and astrocyte pathology throughout the CNS is likely to contribute to memory impairment found in AxD (Li et al., 2025). In this report, we sought to take advantage of the R237H rat model of AxD to determine the impact of reactive and dysfunctional astrocytes on hippocampal neurons, memory, and learning. Transcriptomic analysis of hippocampal gene expression indicated early activation of stress-related pathways in AxD model rats prior to the onset of overt clinical phenotypes. Pathways related to immune processes were activated at 3 weeks of age and then intensified as disease progressed, similar to our previous transcriptomic studies in an early mouse model of AxD (Hagemann et al., 2005). 

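At P21, 11 of 25 cholesterol biosynthesis genes were decreased in males, 12 of them with a symbol (adjusted p = 9.64e-08), and 0 in females, where 10 had an unadjusted p under 0.05 and all 12 were lower. The decreases were small, with a median log2 fold change of -0.37 in males and -0.35 in females. Hmgcs1 (ENSRNOG00000016552), an early enzyme of the pathway, went from 29306 ± 998 (SD, n = 4) to 20174 ± 1091 (SD, n = 4) normalized counts in males at P21 (log2 fold change -0.54, SE 0.05, FDR = 9.54e-06), with a log2 fold change of -0.51 in females (FDR = 0.0181). The interaction of sex and genotype at P21 had an FDR of 1 for Hmgcs1, so no difference between the sexes was detected. At P56 the decreased members numbered 4 in males and 5 in females, with medians of -0.33 and -0.44. On the TPM scale, where the median of all genes lies higher in R237H rats at P56, 4 of 12 members were lower in males at that age, 11 relative to that median, and 12 at P21.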

Genes related to metabolism, particularly those involved in lipid and cholesterol biosynthesis, were downregulated at this early stage, and a subset of synaptic and neurodevelopmental transcripts were also decreased. The decline in synapse-related gene expression became more pronounced with disease progression with multiple neuronal subtypes being implicated, and pathways involved in oxidative phosphorylation and mitochondrial function were also decreased, depicting a general profile of neurodegeneration. Given the essential role of astrocytes in maintaining CNS homeostasis and that AxD is a primary disorder of astrocytes, these results suggest that astrocyte dysfunction may also be a driving factor in other neurodegenerative diseases.

We have recently reported that a subpopulation of astrocytes in AxD display a senescent phenotype, as demonstrated in multiple models, including the rat, and in patients with the disease (Wang et al., 2022). In addition, we have shown that gene expression profiles from our mouse models of AxD are highly congruent with a transcriptomic portrait of human Alzheimer's disease, second only to the Alzheimer's APP/PSEN1 mouse in comparison with large-scale gene expression data from over 500 animal models (Gammie et al., 2024). These results further suggest that chronic gliosis and astrocyte dysfunction contribute to cognitive impairment in both Alzheimer's disease and AxD, and early reports described AxD as a developmental form of Alzheimer's based on the marked oxidative stress response (Castellani et al., 1999). Here, we find an overlap between these two conditions in both the stress response and in the loss of markers for synaptic and mitochondrial functions. Whether metabolic changes occur in neurons, astrocytes, or multiple cell types is not clear, but studies with induced pluripotent stem cell-derived astrocytes from patients with AxD also demonstrate shifts in glycolysis and oxidative phosphorylation (Jones et al., 2018). Intermediate filaments have direct and indirect interactions with mitochondria (Schwarz and Leube, 2016), and GFAP mutations have been linked to lipoxidation and oxidative stress (Viedma-Poyatos et al., 2022). Mitochondrial dysfunction may also contribute to a cell-intrinsic innate immune response (Banoth and Cassel, 2018; Newman and Shadel, 2023), and future studies on the role of lipid metabolism and mitochondrial function will be important in understanding how astrocytes contribute to the neurodegenerative profile (Cali et al., 2024).

Immune-related responses are prominent at an early age in rodent models of AxD (Hagemann et al., 2005; Olabarria et al., 2015), and although neuroinflammation precedes severe cognitive deficits in neurodegenerative disorders of aging such as Alzheimer's disease, effects on mild cognitive impairment in early stages of disease are not clear (Heneka et al., 2015). Microglia play a pivotal role in recognizing amyloid β as a DAMP and triggering innate immune signaling, and although reactive astrocytes contribute to the inflammatory milieu, genetic risk factors such as TREM2 and CD33 variants implicate microglia as key players in Alzheimer's disease. In AxD, the primary insult is in astrocytes, but many of the same genes and pathways are activated in both diseases. Astrocyte-specific transcription profiling in AxD model mice at postnatal day 14, an early stage in GFAP accumulation and aggregation, shows a similar elevation in innate immune-related transcripts (Gammie et al., 2024), and our recent study analyzing the role of STAT3 in GFAP elevation and the astrocyte stress response has further indicated that the immune response is initiated in astrocytes (Hagemann et al., 2023). Nevertheless, microglia are reactive and in close association with astrocytes in AxD (Olabarria et al., 2015; Hagemann et al., 2021), and innate immune pathways are likely activated in both cell types. Future studies will include single-cell analysis to follow the trajectory of astrocyte pathology within different subtypes and noncell autonomous effects on microglia, neurons, and oligodendrocytes over time (Srinivasan et al., 2016; Mathys et al., 2019; Habib et al., 2020; Liddelow et al., 2020; Allen et al., 2022; Sadick et al., 2022; Mathys et al., 2024; O'Dea and Hasel, 2024).

The importance of the hippocampus for memory is well established (Scoville and Milner, 1957; Squire and Zola-Morgan, 1991), but the specific contributions of hippocampal subregions (e.g., DG, CA1, and CA3) and adjacent structures (e.g., perirhinal and entorhinal cortex) to explicit aspects of memory are still not well understood (Hainmueller and Bartos, 2020). To assess whether reduced expression of synaptic markers reflect neuronal loss in R237H rats, we quantified granule cells in the DG and pyramidal cells in CA1 and CA3 and found no change at 3 weeks but reduced numbers of granule cells at 8 weeks of age. We have previously shown that AxD model mice and rats exhibit deficits in adult neurogenesis, with virtually no detectable doublecortin-expressing neurons (Hagemann et al., 2013; 2021), which may contribute to the differences in cell number observed in the DG. Further analysis of synaptic proteins demonstrated a decrease in pre- and postsynaptic markers for both excitatory and inhibitory synapses, suggesting that neuronal deficits are not selective and supporting our transcriptomic analysis showing downregulation of several neurotransmitter signaling pathways including those for glutamatergic and GABAergic synapses. Importantly, we demonstrate that neuronal deficits translate into functional deficits, both physiologically with reduced hippocampal LTP and synaptic plasticity and behaviorally with impaired performance in tests of learning and memory. These findings contrast with earlier work showing increased hippocampal LTP and plasticity in GFAP-null mice (McCall et al., 1996) and further demonstrate the toxic gain of function caused by GFAP mutation.

Given the many differences we observed in immune factors, metabolic pathways, and synaptic proteins, and their potential effects on neurodevelopment, synaptic plasticity, and cognitive functions, we cannot attribute a single cause for impaired LTP and cognitive deficits in the R237H rat (Li et al., 2025). Astrocytes are intricately associated with synapses and respond to many of the same neurotransmitters via G-protein-coupled receptor activation and intracellular calcium mobilization (Durkee and Araque, 2019), and previous studies have shown that Ca^2+^-dependent astrocyte release of d-serine is necessary for NMDA receptor activation and LTP induction (Henneberger et al., 2010; Adamsky et al., 2018; Ahrens et al., 2024). A recent report has further demonstrated activation of c-Fos and increased Ca^2+^ activity in hippocampal astrocytes associated with engram neurons during contextual fear conditioning, and astrocyte-specific knock-out of c-Fos reduces Ca^2+^ activity, impairs learning, and diminishes hippocampal LTP (Williamson et al., 2025). Astrocytes in mouse models of AxD (Saito et al., 2018) and induced pluripotent stem cell-derived astrocytes from patients with the disease (Jones et al., 2018) demonstrate aberrant Ca^2+^ waves, and the transcriptomic analysis reported here shows reduced expression of genes related to calcium signaling. The marked reduction in LTP in the R237H rat model provides an opportunity for future studies to determine the degree to which loss of normal astrocyte function contributes to reduced synaptic plasticity in AxD.

Several overlapping memory processes have been proposed for the DG, including novelty detection (Hunsaker et al., 2008), recognition memory (Jiang et al., 2023), pattern separation (Gilbert et al., 2001), pattern completion (Nakashiba et al., 2012), binding of information to spatial contexts (Lee and Jung, 2017), and working memory (Sasaki et al., 2018). Given the crucial role of the hippocampus in the formation and recall of memories for objects, places, and events (Lisman et al., 2017), abnormalities in the DG likely contribute to deficits in both NOR and the Barnes maze, as observed in AxD model rats. Computational modeling suggests that dentate granule cells perform pattern separation on spatial representations arriving from the entorhinal cortex (Yassa and Stark, 2011; Kesner and Rolls, 2015), and recent optogenetic studies have shown that the perforant pathway, and more specifically projections from the medial entorhinal cortex layer II to the dentate, is an essential memory circuit for visually guided navigation tasks such as the Barnes maze (Qin et al., 2018). Given the role of the perforant pathway in memory impairment in Alzheimer's disease (Hyman et al., 1987; Harris et al., 2010), astrocyte pathology and neuronal deficits in the entorhinal cortex may also be worthy of future investigation in AxD.

In this report, we show that in addition to motor and myelin deficits (Hagemann et al., 2021), the rat model of AxD demonstrates neuronal and cognitive impairment as clinically relevant phenotypes. Future studies can take advantage of the model to better understand astrocyte dysfunction in AxD and neurodegenerative disease more generally.

How the deposited data were processed for this re-analysis (not part of the article)

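Hippocampal RNA of 32 rats was measured by polyA-selected, stranded RNA sequencing in 8 groups of 3 to 5 rats, by genotype (R237H or WT), sex and age (P21 or P56). The authors trimmed reads with Skewer, aligned them with STAR and estimated expression with RSEM. They deposited expected counts per gene, which were not scaled, and a table of TPM values that the authors derived with RSEM. Totals of expected counts ran from 21580397 to 55544871 per rat (median 46157271), with 2 libraries under 30000000. At a typical spread of 17.3% between male P56 rats and 8.9% between male P21 rats (median biological coefficient of variation over genes), the number of rats rather than the depth limits precision for all but rare transcripts.

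Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test, after edgeR's default filter on low counts and TMM normalization, with R237H against WT within each sex and age. All FDR values are Benjamini-Hochberg values from edgeR over the genes tested unless DESeq2 is named, and the threshold was 0.01. Interactions of sex and genotype (16 rats of an age) and of age and genotype (16 rats of a sex) were tested in the same way. SE values of log2 fold changes were derived from the estimate and its F statistic. Normalized counts are counts divided by the TMM-scaled library size, and group values are means with SD. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and figures.

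Gene symbols were taken from the Extended Data tables and cover 3289 of 23822 identifiers. The parts of these tables used here are sorted by FDR, so genes with a symbol are selected for change. Of 48 hand-written gene lists, 1 had at least 80% of its members matched, so the planned test of over-representation was replaced by a one-sided Fisher's exact test that counts unmatched members as unchanged, adjusted over 384 tests. When the FDR was taken over each list alone, 88 of 384 list counts differed, 87 of them upward, by at most 11. Genes named are those the paper names, in each comparison the 5 largest increases and decreases with a symbol, a mean of at least 50 counts and no overlap between the genotypes, and at most 4 members of each list with the smallest FDR, a rule set before the data were examined. Some genes under this rule are not reported here. This gave 205 results for 129 genes.

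The alternatives were the likelihood-ratio test, DESeq2 1.42.0, RLE factors, no filter, at least 10 counts in every rat, an FDR under 0.05, all 32 rats in one model, the title number as a replicate block, and each rat left out in turn (not for the interactions). For named genes they were RLE factors, log2(TPM + 0.1) and each rat left out. Leaving out the 6 most abundant genes and the blocks for females at P56, for the overlaps of the ages and for the interactions were added after seeing the data. Not run were the alternatives without mitochondrial DNA genes and limma's camera test, since too few members of those lists had a symbol. Up to 100 other groupings of the rats were fitted for each count.

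The method was tested on simulated data with 200 genes changed, among counts drawn with each gene's mean over the rats of a run and a spread estimated from them. With changes of 1.5-fold or 2-fold, the quasi-likelihood test recovered 30% of them in males at P56 and 37% in females at P21, the likelihood-ratio test 53.5% and 61%, and an interaction in 16 males was recovered for 7%. A further run with 2-fold or 4-fold changes was added after that result was seen, and gave 77.5%, 84.5%, 89%, 91.5% and 55.5% in the same order. Of the genes simulated without a change, in the first run the quasi-likelihood test called 0 and 1, and the likelihood-ratio test 9 and 11. For the simulated interaction, WT rats of both ages and R237H rats at P21 were taken as a single group when the spread was estimated. That spread held the differences between them, so its recovery does not describe the real interaction fit. The real data had more changed genes, with 4208 called in males at P56, so recovery may differ there as well. The ELISA, western blot, histology, electrophysiology and behaviour data of the paper were not analysed here.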

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

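All tests of explanations in this part were chosen only after the results were seen. A rat was listed when its gap to the nearest rat of its group, divided by the range of the group, passed Dixon's 95% critical value, which chance alone passes in about 1 of 20 groups. For measures of whole libraries this happened 10 times in 28 groups, against 1.4 by chance. For the genes given with group means it happened 3 times in 62 groups, against 3.1 by chance, so their number is no more than chance gives. WT male s66-B, listed for Vim, also had the highest sum of choroid plexus genes (below). Whether that accounts for its Vim count was not tested. The genes listed were Dcx in R237H male R1781H at P21 (3559.7 normalized counts, others 3341 to 3374), Mt-nd3 in R237H male s66-A at P56 (24536, others 26626 to 26889.6) and Vim in WT male s66-B at P56 (3327, others 1267 to 1347). Of the 3 rats, 1 had a library under the limit of 30000000 counts used here for a shallow library, so low depth does not account for the set.

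Among library totals, R237H male R1781H at P21 had 21580397 counts (others 43306159 to 45018071) and R237H female s64-A at P56 had 39067355 (others 48418905 to 48743149). Library size is a technical measure, and no biological explanation was tested. In s64-A the 6 most abundant genes held 10.48% of the counts, against 5.2 to 5.99% in the other R237H females of that age. The WT females of that age had 10.21 to 11.69%, so by this measure s64-A lay within the WT range. A mislabelled sample would place its Gfap count among the WT females, at 29767.6 to 42171.2 normalized counts, but the count was 218385.3, against 241460.5 to 284798.5 in the other R237H females. The limit for a shallow library gives no explanation either, since the total of 39067355 is above 30000000, although it is the lowest of its group. What sets this rat apart was not tested further.

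Genes typical of the choroid plexus, from a list of 15 of which 13 had a symbol, were far higher in single rats. Their summed CPM (counts scaled to the library total) was 2320.3 in WT male s66-B, 267 in R237H male s70-B and 593 in R237H female s70-C at P56, and 376 in WT male R1781C at P21. WT female R1797C at P21, in a group of 3 that was not tested, had 1306. Smaller departures were seen in R1789B (54.2), s64-B (18.5) and R1781A (16.5). In each of the 5 rats over 100 CPM, all 13 matched genes were highest in that rat of its group, so choroid plexus tissue in the dissection is a candidate explanation. The limit was set after the values were seen. A mislabelled sample was tested by Gfap, and 0 of the 5 rats had a Gfap count within the range of the other genotype. Low depth was found in 1 of them. The rats belong to both genotypes, so the design gives no biological explanation to test. Without WT female R1797C, which leaves 2 WT rats, 740 genes were increased and 61 decreased in females at P21.

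The effect of genotype differed between the ages by a test of the interaction in 1555 genes in males and 333 in females. Of 100 draws of the genotypes that parted as many same-numbered pairs, 10 gave as many genes in males and 7 in females, the real grouping included. Apart from the real grouping, those draws kept the real genotypes at 1 of the ages and mixed them at the other, which itself makes the ages differ. Of the draws that mixed the genotypes at both ages, 0 of 87 in males and 0 of 89 in females gave as many. With the 6 most abundant genes left out, 1584 and 340 genes had an interaction, but TMM already allows for their share of the counts, so this refit cannot weigh it as a cause. With title numbers as replicate blocks, 1902 genes in males and 6 in females had an interaction, 1492 and 5 of them shared with the fits without blocks. The female interactions thus depend on the blocks, which leave 4 residual degrees of freedom in females and 9 in males. The ages were collected separately and share 0 title numbers, so progression of the disease cannot be told apart from a difference between the collections.

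Among the innate immune genes, 31 increased more at P56 in males and 8 in females by the interaction. Among the synapse genes 29 decreased more in males and 4 in females, and 2 nuclear oxidative phosphorylation genes did so in males. With the blocks the numbers were 33 and 0 innate immune genes, 32 and 0 synapse genes and 2 and 0 oxidative phosphorylation genes. At an unadjusted p under 0.05 the blocks left 24 innate immune, 24 synapse and 0 oxidative phosphorylation genes in females. For genes given at both ages, the difference between the log2 fold changes (P56 less P21) in males was 2.65 for C4a, 1.82 for Tlr4, -0.99 for Mt-nd3, -0.81 for Grin1, -0.78 for Syp, -0.74 for Nefl, -0.73 for Gabbr1, -0.72 for Ndufa8, -0.62 for Kcnj10 and -0.58 for Uqcrh. In females it was -0.89 for Mt-nd3 and -2.28 for Apoc1, and neither passed with the blocks. The limits given above for the ages and their collections hold for these genes too.

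In males 9 genes were increased at one age and decreased at the other, all 9 with an interaction, among them Aldh1a1, Cfap92, Dcps, Mmel1, Nccrp1, Plxnb3, Tspan2 and Ugt8. In females 2 were, Mmel1 and Trim55, both with an interaction that did not pass with title numbers as replicate blocks. They were named after their values were seen. Ugt8 is on the list of oligodendrocyte genes, and white matter left in the dissection of single rats was tested as an explanation. Of 6 listed oligodendrocyte genes with a symbol, at most 3 were highest in the same R237H male at P56 and 4 in the same WT male. With so few genes the pattern cannot be told apart from a difference in dissection.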

How the results depend on the processing

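The tests of explanations in this part, and the blocks for females at P56, the overlaps and the interactions and the fits without the 6 most abundant genes, were chosen only after the results were seen, and the other alternatives were set before the data were examined. Of the 36 counts reported, all stayed within 1.5-fold with RLE factors in place of TMM, without a filter on low counts and with at least 10 counts in every rat. They also did without the 6 most abundant genes, whose share TMM already allows for. For the other alternatives the cause of a change was not tested. The number of increased genes in males at P56, 2531, was within that fold under every alternative run.

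With the likelihood-ratio test, 252 genes were decreased in females at P21 (against 114), 12 of them synapse genes (against 7), and 776 had an age interaction in females (against 333). With DESeq2, 2609 genes were decreased in males at P56 (against 1677), 1239 in males at P21 (against 721) and 351 in females at P21. It called 786 genes decreased at both ages in males (against 433) and 453 at P21 alone (against 288), and 113 of those increased at P21 alone passed an FDR of 0.05 at P56 (against 171). It also gave 15 decreased synapse genes in females at P21, 3 decreased nuclear oxidative phosphorylation genes in males at P21 (against 1), and 2533 and 971 genes with an age interaction in males and females (against 1555 and 333).

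At an FDR under 0.05, 2865 genes were decreased in males and 3063 in females at P56 (against 1676), 1672 in males and 371 in females at P21, and 1644 were increased in females at P21 (against 1070). In males 987 genes were then decreased at both ages, 685 at P21 alone and 1878 at P56 alone (against 1244), and 134 of those increased at P21 alone were lower at P56 (against 82). It gave 14 decreased synapse genes in females and 3 decreased nuclear oxidative phosphorylation genes in males at P21, and 3429 and 1190 genes with an age interaction.

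With all 32 rats in one model, decreased genes numbered 2941 and 2547 in males and females at P56 and 180 and 298 at P21. In males 103 genes were increased at P21 alone (against 430) and 2210 at P56 alone (against 1114), 165 were decreased at both ages, 15 at P21 alone and 2776 at P56 alone. Of the genes increased at P21 alone, 32 passed an FDR of 0.05 at P56 and 35 were lower at P56, and at P21 in males 6 synapse genes (against 20) and 0 nuclear oxidative phosphorylation genes were decreased (3 at an unadjusted p under 0.05). With the title number as a replicate block, 1106 genes were decreased in males at P56, 1441 were increased (against 2550) and 474 decreased in females at P56, and 396 were increased and 28 decreased in females at P21. In females at P56 the block left 17 decreased synapse genes (against 43), 2 nuclear oxidative phosphorylation genes (against 6) and 1 mitochondrial DNA gene (against 2), and at P21 30 increased innate immune genes (against 61) and 2 decreased synapse genes. In males the blocks left 747 genes decreased at P56 alone, and in females 6 genes with an age interaction. No block was possible for males at P21, which share a single title number, or for R237H males between the ages, which share none.

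When each rat was left out in turn, the increased and decreased genes ran from 1976 to 2685 and from 928 to 1989 in males at P56, from 2071 to 2506 and from 1006 to 1603 in females at P56, from 1530 to 1861 and from 337 to 890 in males at P21, and from 621 to 1169 and from 36 to 185 in females at P21 (8 fits each). For the ages in males (16 fits) the ranges were 1252 to 1450 increased at both, 278 to 571 at P21 alone and 700 to 1279 at P56 alone, 240 to 480 decreased at both, 97 to 452 at P21 alone and 595 to 1538 at P56 alone, 110 to 247 passing an FDR of 0.05 at P56, and 52 to 97 lower at P56. For males and females at P56 and then at P21, increased innate immune genes ran from 70 to 74, 70 to 74, 67 to 69 and 38 to 62, and decreased synapse genes from 37 to 46, 33 to 42, 11 to 21 and 3 to 9. Decreased nuclear oxidative phosphorylation genes ran from 5 to 6, 3 to 5, 0 to 2 and 0 to 0, and decreased mitochondrial DNA genes in males at P56 from 1 to 2. The 2 shallowest libraries, R237H males s70-B at P56 and R1781H at P21, were weighed for decreased genes. Without them 1024 and 392 genes were decreased, but leaving out another rat moved the counts as far, to 928 and 337, so low depth was not shown to be the explanation.

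Of the 205 results for named genes, 204 were the same with RLE factors and 1 gained a call. By log2(TPM + 0.1), 100 moved by less than the spread between rats and 105 by more, with 0 reversed in direction. That scale shifts the median of all genes by 0.40 in males and 0.26 in females at P56. With a rat left out, 16 results lost the call in at least 1 fit and 4 gained one. The direction changed for values near 0, Grin1 in males at P21 (0.03 without R1781E, with a range of -0.089 to 0.026 over the 8 fits) and Mt-nd6 in females at P21 (0.03 without R1789B, 0.00 without R1790B, 0.09 without R1790C and 0.02 without R1796A, with a range of -0.168 to 0.090). Alternatives without the mitochondrial DNA genes and limma's camera test were not run, since too few genes of those lists had a symbol.

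Other groupings of the rats were fitted the same way. Where title numbers are shared, only groupings that part as many same-numbered pairs were compared. In males at P56 1 of 8 groupings and in females at P56 1 of 12, the real one in each case, gave as many increased or decreased genes and as many list members as reported, but so few groupings cannot give a share under 0.05. In males at P21 1 of 35 and in females at P21 1 of 28 did. Counts of 0 at P21 are met by every grouping, 35 of 35 in males and 28 of 28 in females for the mitochondrial DNA genes, and 28 of 28 in females for the nuclear oxidative phosphorylation genes. At an unadjusted p under 0.05 the decreased genes numbered 0, 0 and 1 in the same order. Over all possible groupings, the others gave at most 1 gene in males and 1 in females at P56.

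For the overlaps of the ages in males, 1 of 100 draws gave as many genes increased at both ages, decreased at both ages, or increased at P21 and passing an FDR of 0.05 at P56. For genes changed at P21 alone it was 2 of 100 for increases and 2 for decreases, and for P56 alone 15 and 15 of 100. The draws with as many genes kept the real genotypes at one of the ages, and 0 of the 84 draws that mixed them at both ages gave as many for any of these 4 counts, so changed at one age alone is a count that an age without calls also produces. Of the 35 ways to divide the R237H males into ages, 1 gave as many genes lower at P56. The interaction of sex and genotype gave 0 genes at each age, with 310 and 458 genes at an unadjusted p under 0.05 at P56 and P21, and all 100 draws give as many as 0.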

Differences from the paper's values

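Of the genes increased at P21 and not at P56 in males, 171 passed an FDR of 0.05 at P56, against the paper's 97. The values below are counts. The number of genes they are drawn from differed between fits, so they do not compare shares. Of the alternatives set before the data were examined, the value came within 1.5-fold of the paper's with the likelihood-ratio test (115) and with DESeq2 (113), and in 7 fits that each left out one rat at P21 (110 to 143). It stayed further away with RLE factors (165), without a filter (162), with at least 10 counts in every rat (165), with all 32 rats in one model (32) and in the other 9 fits that left out one rat (158 to 247).

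The paper describes the Tnf transcript as rising with its protein. Here Tnf did not pass an FDR of 0.01 at P56 in either sex (log2 fold change 1.14 in males and 1.82 in females), although 4 of 4 R237H males and 4 of 4 R237H females were above the WT mean, and 2 and 3 above every WT rat. In females the likelihood-ratio test (FDR = 0.00561) and all 32 rats in one model (FDR = 0.00802) called it, with a range from 0.00561 to 0.195 over the 15 alternatives, and in males none of 15 did (FDR from 0.0218 to 0.222). The paper lists the GADD45 genes among the enriched senescence transcripts. Gadd45b did not pass in males at P56 (log2 fold change 1.28, with 4 of 4 R237H rats above every WT rat). It was called there with the likelihood-ratio test (FDR = 7.88e-04), DESeq2 (FDR = 5.22e-04), no filter (FDR = 0.00914), at least 10 counts in every rat (FDR = 0.00919), all 32 rats in one model (FDR = 5.48e-04) and without WT male s70-A (FDR = 0.00432). Its FDR ran from 5.22e-04 to 0.0322 over the 16 alternatives. At the looser threshold of 0.05 Tnf passed in females (FDR = 0.0403) and Gadd45b in males (FDR = 0.0101).

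The paper gives immune genes the largest changes among increased genes. Of the 20 largest increases with a symbol, 4 in males and 3 in females at P56, and 3 and 5 at P21, were on one of 10 immune lists. Genes outside these hand-written lists were not counted as immune.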

Other observations

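All tests in this part were chosen only after the results were seen. More genes were called in males than in females at P21. The spread between rats, as the median over genes of the biological coefficient of variation, was 8.9% in males and 15.3% in females at P21. With one estimate of the spread for all 32 rats, 1509 genes were called in males and 1772 in females, so a smaller spread between the male rats is a candidate explanation. The 8 males at P21 share 1 title number and the 8 females carry 4. The male spread thus holds no differences between numbers, and sex cannot be told apart from title number at that age. Depth did not favour males, with a median total of 45585365 counts in females and 44656726 in males. At P21, 0 genes had an interaction of sex and genotype at an FDR under 0.01 and 458 an unadjusted p under 0.05, so a difference between the sexes was not shown.

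On the TPM scale the median of all genes was higher in R237H rats at P56 by 0.40 in males and 0.26 in females. The 11 genes with over 1% of TPM held 42.3 ± 9.7% (SD, n = 4) of the total in WT and 26.6 ± 2.2% (SD, n = 4) in R237H males. Leaving them out brought the median to 0.05 and -0.01, so these genes are a candidate cause of the shift. Of all genes tested in males at P56, 79.9% were higher in R237H rats by TPM and 49.5% by TMM. Leaving the 6 most abundant genes out of the counts gave 2526 increased genes in males at P56, which cannot weigh their share as a cause, since TMM already allows for it.

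All 4 matched genes of red blood cells were decreased in R237H rats of both sexes at P56, with log2 fold changes from -4.11 to -3.33 in males, and 0 were called at P21 in either sex, where 0 in males and 0 in females had an unadjusted p under 0.05. The list was written after the counts were seen. Less blood left in the R237H tissue may explain it, and a change in the animals may do so too, and 4 of 4 genes moving together cannot tell these apart.

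Of the 1548 genes that the authors list with an FDR under 0.01 in females at P21, 1166 were called here by the quasi-likelihood test and 1515 by the likelihood-ratio test, so the choice of test is a candidate explanation of the gap. Across those genes the log2 fold changes differed by a median of 0.001 from the authors'.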
